# Cytosolic *N6AMT1-*dependent translation supports mitochondrial RNA processing

**DOI:** 10.1073/pnas.2414187121

**Published:** 2024-11-06

**Authors:** Mads M. Foged, Emeline Recazens, Sylvain Chollet, Miriam Lisci, George E. Allen, Boris Zinshteyn, Doha Boutguetait, Christian Münch, Vamsi K. Mootha, Alexis A. Jourdain

**Keywords:** mitochondria, translation, RNA processing, OXPHOS, mitochondrial RNA granules

## Abstract

Mitochondrial biogenesis relies on both the nuclear and mitochondrial genomes, and imbalance in their expression can lead to inborn errors of metabolism, inflammation, and aging. Here, we investigate N6AMT1, a nucleo-cytosolic methyltransferase that exhibits genetic codependency with mitochondria. We determine transcriptional and translational profiles of *N6AMT1* and report that it is required for the cytosolic translation of TRMT10C (MRPP1) and PRORP (MRPP3), two subunits of the mitochondrial RNAse P enzyme. In the absence of *N6AMT1*, or when its catalytic activity is abolished, RNA processing within mitochondria is impaired, leading to the accumulation of unprocessed and double-stranded RNA, thus preventing mitochondrial protein synthesis and oxidative phosphorylation, and leading to an immune response. Our work sheds light on the function of *N6AMT1* in protein synthesis and highlights a cytosolic program required for proper mitochondrial biogenesis.

## Significance

Expression of the mitochondrial and nuclear genomes must be tightly coordinated, and imbalance in their expression can lead to metabolic disorders, inflammation, and aging. Here, we report a pathway required for both cytosolic and mitochondrial translation programs that is based on *N6AMT1*. We show that *N6AMT1* is required for mitochondrial RNAse P translation in the cytosol and that its inactivation leads to aberrant mitochondrial RNA processing, mitochondrial defects, and an accumulation of immunogenic double-stranded RNA. Our work brings significant insights in the fields of mitochondrial biogenesis and gene expression, protein synthesis, and innate immunity.

Most of the mitochondrial proteome is encoded in the nucleus, and only 13 mitochondrial proteins, all of which are required for mitochondrial oxidative phosphorylation (OXPHOS), are derived from the mitochondrial genome (mt-DNA). To ensure the assembly of the respiratory chain complexes and respond to environmental changes, the expression of both genomes must be tightly coordinated. For example, transcriptional mechanisms such as those relying on PGC-1α (peroxisome proliferator-activated receptor gamma coactivator 1-alpha) and NRF1 (nuclear respiratory factor 1), two master regulators of mitochondrial biogenesis, can promote mt-DNA expression by inducing transcription of *TFAM* (1, 2), a nuclear-encoded rate-limiting factor in mt-DNA replication and transcription. In addition, CLUH (clustered mitochondria protein homologue) and 4E-BPs (eukaryotic translation initiation factor 4E-binding proteins), cytosolic proteins which respond to nutrient deprivation, promote the translation of nuclear-encoded mitochondrial proteins (3, 4).

Within mitochondria, both strands of the mt-DNA molecule are transcribed as complementary polycistronic transcripts containing rRNAs, tRNAs, mRNAs, and noncoding RNAs (ncRNAs). Newly synthesized mt-RNA accumulates in mitochondrial RNA granules (MRGs) (5–7) where the mitochondrial protein-only RNAse P complex (composed of TRMT10C/MRPP1, HSD17B10/MRPP2, and PRORP/MRPP3/KIAA0391) and RNAse Z (ELAC2) process polycistronic mt-RNA by excising tRNAs according to the tRNA punctuation model (8, 9). Blocking mitochondrial RNA processing leads to the retention of newly transcribed mt-RNA in MRGs (5). An integral part of RNA processing is the degradation of ncRNAs by the mitochondrial RNA degradosome (SUPV3L1 and PNPT1), which fine-tunes mitochondrial gene expression and prevents accumulation of the double-stranded RNA (dsRNA) generated through complementarity between the bidirectional mt-RNA transcripts (10, 11). Inborn errors in the machinery of mitochondrial RNA degradation result in mt-dsRNA accumulation, leakage into the cytoplasm, and a chronic interferon response in humans (11).

In two recent genetic screens, we and others have highlighted a possible role for the nucleo-cytoplasmic multisubstrate methyltransferase N6AMT1 in OXPHOS (12, 13). N6AMT1 (also known as HEMK2, KMT9) was originally identified as a putative N_6_-adenine-specific DNA methyltransferase, but the existence of N6-methyladenosine in human DNA is uncertain (14, 15), and recent in vitro assays as well as structural studies have questioned its DNA methyltransferase activity (16, 17). In bacteria, yeast, and higher eukaryotes, N6AMT1 and its homologues (prmC and Mtq2) methylate translation release factors (RFs) on a highly conserved GGQ motif (18–22). In bacteria, RF1/RF3 methylation increases the speed and accuracy of translation termination (23), while the role of eRF1 methylation in eukaryotes is less clear (21, 24, 25). In yeast, Mtq2 interacts with proteins of the 60S cytosolic ribosomal subunit, and an *MTQ2*-null strain exhibits defects in ribosome biogenesis, with no defects in translation termination (24). In *Drosophila melanogaster*, HemK2 depletion leads to ribosome stalling and a decline in mRNA stability (26), while in mice, genetic ablation of *N6amt1* is lethal (25), but to date, its impact on mammalian translation has not been investigated. Additional protein methylation substrates have also been identified for N6AMT1, including histone H4, which undergoes lysine 12 monomethylation affecting transcription of cell cycle and cancer-related genes (27, 28), as well as methylation of translation-related factors (29, 30). N6AMT1 may also modulate arsenic-induced toxicity, possibly by converting arsenic derivatives into less toxic forms, and polymorphisms in *N6AMT1* are associated with arsenic resistance in Andean women (31, 32). It is currently unclear which of the multiple roles attributed to *N6AMT1* accounts for its putative mitochondrial phenotype.

Here, we investigate *N6AMT1* and its role in mitochondrial function. We report that *N6AMT1* is required for the cytosolic synthesis of two key subunits of the mitochondrial RNA processing machinery. Depletion or catalytic inactivation of *N6AMT1* results in the accumulation of unprocessed and double-stranded mt-RNA, leading to decreased mitochondrial protein synthesis, progressive collapse in the mitochondrial respiratory chain, and an interferon response. Our work identifies a mechanism required for the coordinated expression of the nuclear and mitochondrial genomes based on *N6AMT1*.

## Results

### N6AMT1 Is a Nucleo-Cytosolic Protein Required for Mitochondrial Gene Expression.

To improve our understanding of *N6AMT1* in humans in the context of its previously reported functions, we analyzed the genetic dependency on *N6AMT1* across 1,100 cancer cell lines from the Cancer Cell Line Encyclopedia (CCLE) (33). We found that cells are selectively dependent on *N6AMT1* (CCLE Chronos score <−0.5 in 35.3% of the cell lines), irrespective of their lineages (Fig. 1*A* and *SI Appendix*, Fig. S1*A*). Comparing the *N6AMT1*-dependency profile across the 1,100 cancer cell lines with the dependency profiles of 15,677 nonessential genes, we found that *N6AMT1* correlated best with nuclear-encoded genes coding for mitochondrial proteins [MitoCarta3.0 genes (34)] (Fig. 1 *B* and *C*, *SI Appendix*, Fig. S1*B*, and Datasets S1 and S2). This observation supports a possible role for *N6AMT1* in mitochondrial function. However, consistent with previous reports (35, 36), we found no colocalization of N6AMT1 with mitochondria using confocal microscopy across multiple cell lines (Fig. 1*D* and *SI Appendix*, Fig. S1*C*).

**Fig. 1.**
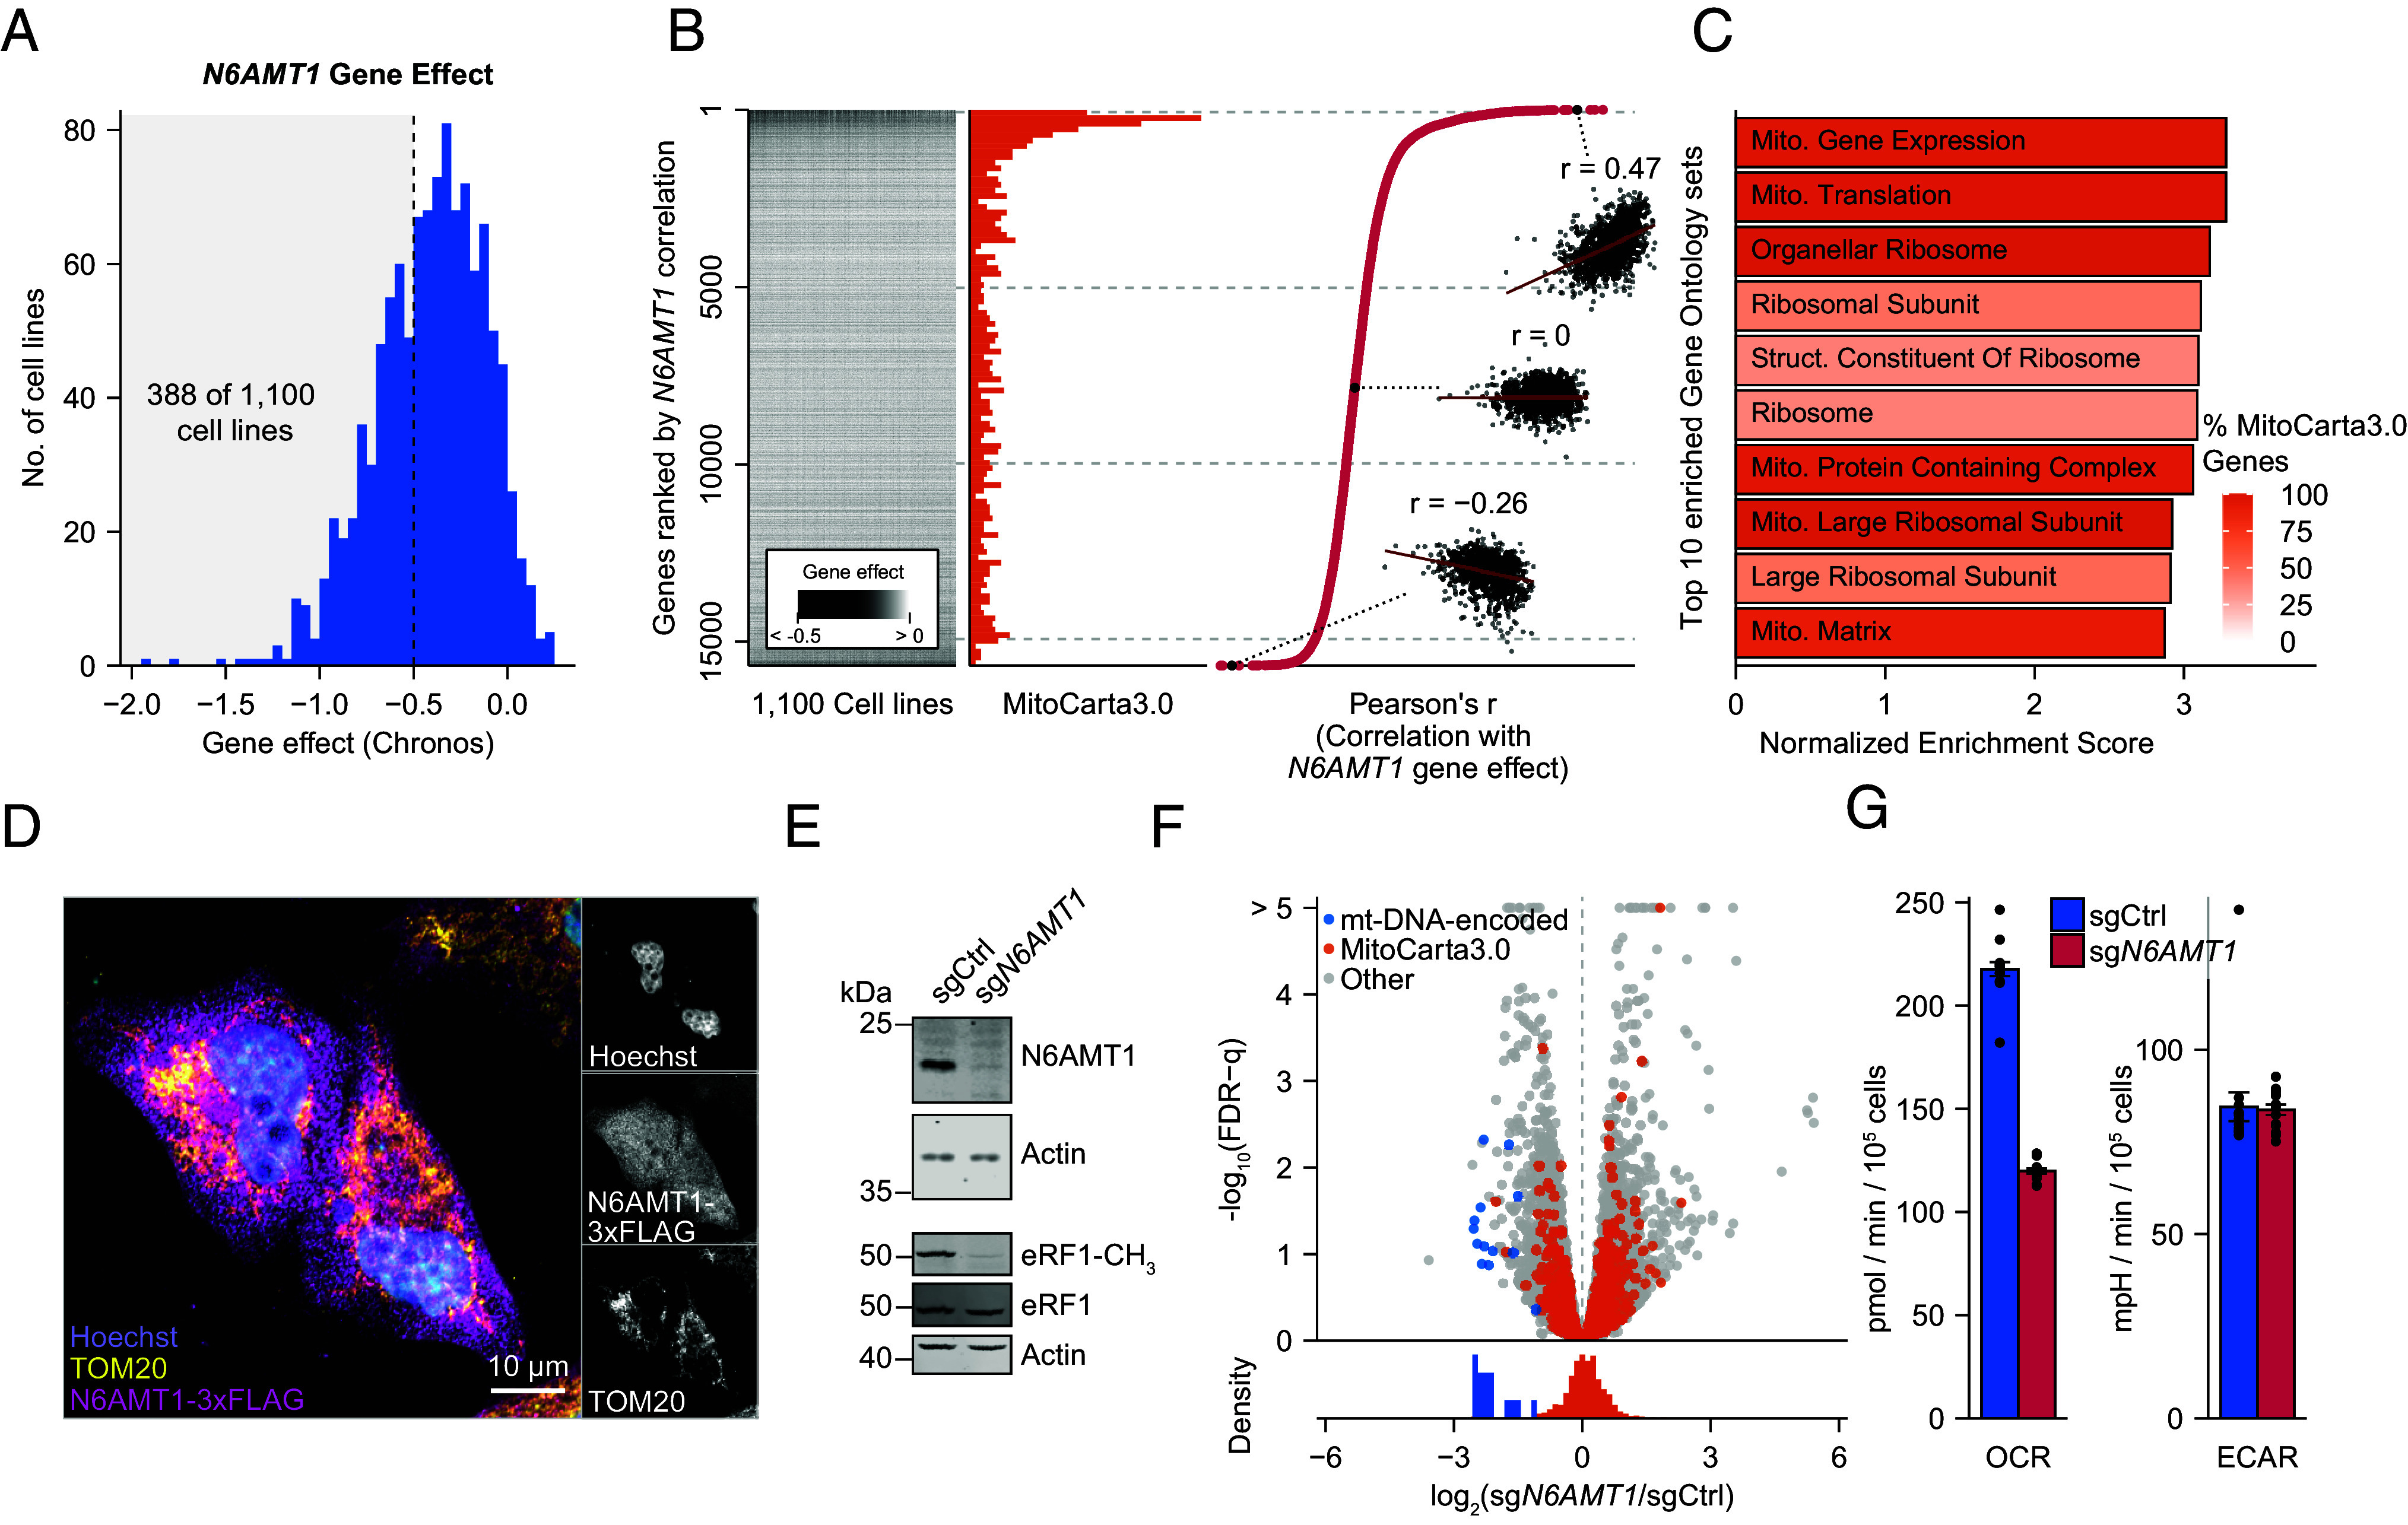
The mitochondrial impact of *N6AMT1* is independent of nuclear transcription. (*A*) Cell line distribution of *N6AMT1* Chronos scores across 1,100 cell lines of the CCLE. Density represents the relative number of cell lines with an *N6AMT1*-gene effect score within the range of each bin. The shaded area represents highly *N6AMT1*-dependent cell lines (388 of 1,100 cell lines with Chronos score <−0.5). (*B*) Analysis of *N6AMT1* gene effect correlations. Gene-effect scores (Chronos scores; *Left*) of 15,677 nonessential genes in 1,100 cell lines from the CCLE were correlated with N6AMT1 gene effects and ranked according to Pearson correlation coefficients (*Right*). The distribution of MitoCarta3.0 genes is indicated in the *Middle* panel. *Inserts* show example correlations between *N6AMT1* and three arbitrarily selected genes. Pearson correlation coefficients are listed in Dataset S1. (*C*) Top 10 enriched gene sets from Gene Ontology term-based GSEA of correlation coefficients shown in (*B*). Color shade indicates the percentage of MitoCarta3.0 genes in each gene set. (*D*) Immunofluorescence analysis of N6AMT1 localization. HeLa cells were transduced with N6AMT1-3xFLAG cDNA and immunolabeled with anti-FLAG and anti-TOM20 (a mitochondrial marker). Nuclei were visualized by Hoechst staining. (*E*) Immunoblot analysis of N6AMT1, methylated eRF1 (eRF1-CH_3_), and total eRF1 protein levels in control (sgCtrl) and *N6AMT1*-depleted (sg*N6AMT1*) K562 cells. (*F*) Transcriptomic analysis of 11,285 transcripts in *N6AMT1*-depleted K562 cells highlighting MitoCarta3.0 (orange) and mitochondrial DNA (mtDNA)-encoded ORFs (blue). False discovery rate (FDR) was calculated according to the method of Benjamini and Hochberg. n = 3 independent lentiviral transductions per condition. (*G*) Representative basal oxygen consumption rate (OCR) and ECAR per 10,000 cells in *N6AMT1*-depleted K562 cells. Bars represent mean values (n = 15 replicate wells, representative of ≥3 independent experiments), and error bars represent SEM.

Since *N6AMT1* is involved in histone H4 monomethylation and possibly DNA methylation, we reasoned that it could impact mitochondria through transcriptional regulation in the nucleus. 

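K562 cells, an established human chronic myelogenous leukemia line, were transduced with lentiviruses carrying Cas9 and either control sgRNAs (sgCtrl) or sgRNAs against N6AMT1 (sgN6AMT1), and RNA from 3 independent transductions per condition was sequenced. For the transduced cells the paper's methods give selection with 2 µg/mL puromycin and analysis 10 to 15 d after transduction, while the sample labels give 10 mg/ml puromycin and day 10. The paper names control sgRNAs against EGFP, or against OR11A1 and OR2M4, and the labels name OR11A1 and OR2M49. Which sgRNA each library received is not given in the paper's text or in the labels. The paper describes stranded libraries from total RNA of cleared lysates after rRNA depletion, whereas the labels list the molecule as polyA RNA. According to the paper, the 60 nt single-end reads were trimmed with cutadapt, mapped with HISAT2 to GRCh38 and counted on the genes of Ensembl release 84. The paper's text does not name the counting tool, the use of the strand or the treatment of reads that map to several places. The authors deposited these counts for 19330 genes, listed by symbol, without normalization. The sgCtrl libraries held 742470, 866894 and 866155 counts in replicates 1 to 3, with a median of 866155. The sgN6AMT1 libraries held 959319, 5526904 and 4062363 counts, with a median of 4062363, so that sgN6AMT1 replicates 2 and 3 were deeper than the other 4 libraries. The paper states no other depth for these libraries. The paper states that the libraries were pooled in equimolar amounts and sequenced on an Illumina HiSeq instrument. Neither the paper's text nor the labels give a library batch or a sequencing date. From the counts, 8324 genes passed the filter on low counts of edgeR (filterByExpr), were scaled with its TMM factors and were compared between the conditions with its quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 over all genes tested were counted as differentially expressed. The counts hold the 13 mt-DNA-encoded ORFs, and mt-tRNAs and mt-rRNAs were not analysed here. On the first principal component, which held 48.7% of the variance, the sgCtrl libraries lay between -28.3 and -12.4 and the sgN6AMT1 libraries between 14.6 and 35.5. Each pair of libraries of the same condition differed by more than the sampling noise of the counts, with a chi-square per degree of freedom between 2.10 and 15.3.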

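N6AMT1 itself lies on chromosome 21 of GRCh38 from 28872191 to 28885371, on the minus strand, in the GENCODE v44 annotation, from which all positions are taken. In replicates 1 to 3 it received 6, 5 and 9 counts in the sgCtrl libraries and 0, 18 and 16 counts in the deeper sgN6AMT1 libraries. Scaled to the total counts of the library (cpm), this was 8.08 ± 2.31 (SD, n = 3) in sgCtrl and 2.40 ± 2.11 (SD, n = 3) in sgN6AMT1, and each sgN6AMT1 library lay below each sgCtrl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The 95% Wilson intervals of single libraries reached from 2.46 to 19.8 cpm in sgCtrl, and from 2.06 to 6.4 cpm in sgN6AMT1 replicates 2 and 3. The 0 of 959319 counts in sgN6AMT1 replicate 1 allow a level of up to 3.13 cpm (3 counts). These intervals and limits cover counting error only, since the reads carry no molecular identifiers. With so few counts N6AMT1 did not pass the filter of the edgeR fit. DESeq2, which tested it, gave a log2 fold change of -1.51 (standard error 0.75, adjusted p = 0.234), and edgeR without a filter gave -1.36 (standard error 0.58, adjusted p = 0.137), so that the decrease of the transcript did not pass the threshold at this depth. The paper checked the depletion on protein, by immunoblots of N6AMT1 and methylated eRF1 (Fig. 1E), and the transcript counts do not bear on that check. OR11A1 and OR2M4 had 0 counts in the 6 libraries, which allows up to 4.04 cpm in the shallowest. ETF1, which encodes eRF1 and lies on chromosome 5 from 138506095 to 138543236, had 419 ± 7.36 TMM-normalized cpm (SD, n = 3) in sgCtrl and 406 ± 21.7 (SD, n = 3) in sgN6AMT1, a log2 fold change of -0.05 (standard error 0.14, adjusted p = 0.861 from edgeR's quasi-likelihood test).

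Of the 8324 genes tested, 820 were differentially expressed, 424 of them higher and 396 lower in sgN6AMT1, and 2185 had an unadjusted p under 0.05. The 3 values of one condition did not overlap those of the other for 2434 genes, or 29.2% of the genes, where chance gives 10%. The count of differentially expressed genes moved most with the threshold and with the control libraries. It was 214 at an adjusted p under 0.01, and 220 without sgCtrl replicate 2. DESeq2 called 630 of 9839 genes, 589 of which were also called by edgeR with the same direction. Among differentially expressed genes without overlap between the conditions and with a mean normalized count of at least 50, the highest log2 fold change was that of CD24, on chromosome 6 from 106969831 to 106975627. CD24 rose from 5.75 ± 1.99 to 67.0 ± 8.16 TMM-normalized cpm (SD, n = 3 each), a log2 fold change of 3.53 (standard error 0.32, edgeR adjusted p = 6.17e-06). FN1, CAPG, AFP and STARD9 followed with log2 fold changes of 2.89, 2.89, 2.81 and 2.08, each higher in 3 of 3 sgN6AMT1 libraries than in every sgCtrl library. The 5 lowest by the same rule were all mt-DNA-encoded ORFs. The mean normalized count in this rule is a count at the mean library size, not a cpm.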

We depleted *N6AMT1* using CRISPR/Cas9 in human chronic myelogenous leukemia K562 cells and performed RNA sequencing (RNA-Seq) on total RNA (Fig. 1 *E* and *F*, *SI Appendix*, Fig. S1*D*, and Dataset S3). 

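The transcripts of nuclear genes that encode mitochondrial proteins were followed in the K562 libraries with a list of 467 such genes, written by hand from their known products, since MitoCarta3.0 itself was not used here. Of the 443 listed genes that were tested, 267 had a positive and 176 a negative log2 fold change, with a median of 0.08. Of these genes, 25 were differentially expressed (16 higher and 9 lower), 7 passed when adjusted over the list alone, and 107 had an unadjusted p under 0.05. Leaving out single libraries moved the count of 25 to between 1 (lower, without sgCtrl replicate 2) and 27 (without sgN6AMT1 replicate 1). The count over the list alone ran from 0 to 16 in the same fits. With the replicate number as a block in the fit, these counts were 55 and 43. A preranked gene set enrichment on the log2 fold changes, with fgsea and 10000 gene permutations, gave a normalized enrichment score of 1.16 (p = 0.103 by permutation of genes, 0.172 after Benjamini-Hochberg adjustment over 10 lists). Relative to the mean of the sgCtrl libraries, the list's median was -0.0021, 0.06 and 0.10 on the log2 scale in sgN6AMT1 replicates 1 to 3, above 0 in 2 of 3, and the sgCtrl libraries themselves spread from -0.04 to 0.07. The call changed toward higher values with another ranking, a stricter filter, or without sgCtrl replicate 3 or sgN6AMT1 replicate 1. Ranked by the signed root of the F statistic, the permutation p was 0.00195, and among genes with at least 10 counts in every library it was 7.93e-04. Leaving out sgCtrl replicate 3 gave 0.0146 and leaving out sgN6AMT1 replicate 1 gave 0.0192. Each of the other libraries left out in turn gave a permutation p between 0.215 and 0.753, which did not pass. Without any filter on low counts, the median of the list was -0.03 relative to that of all genes, against 0.07 in the fit reported, and fgsea gave no p. Fold changes also followed GC content, since the median log2 fold change ran from -0.14 in the fifth of nuclear genes with the lowest transcript GC content to 0.19 in the fifth with the highest. With this trend and that of transcript length removed from each library, the permutation p of the list was 0.997.

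Among the 75 tested nuclear-encoded OXPHOS subunits, 54 had a positive and 21 a negative log2 fold change, with a median of 0.19 and an enrichment score of 1.38 (permutation p = 0.0523, adjusted 0.131). The list's median was 0.12, 0.13 and 0.25 in sgN6AMT1 replicates 1 to 3, while sgCtrl replicate 3 reached 0.12. NDUFB2 and NDUFS4 were the differentially expressed subunits with higher values (log2 fold changes of 0.73 and 0.62), and NDUFA5 the subunit with a lower value (-0.89); these 3 were singled out after their values were seen. This list's call also changed, to a permutation p of 0.00133 with the ranking by F, 0.00178 with the filter of 10 counts, 0.00748 without sgCtrl replicate 3 and 0.0457 without sgN6AMT1 replicate 1. With the correction for GC content and length the median was 0.09 (permutation p = 0.429), with DESeq2 the permutation p was 0.209, and without any filter on low counts the score was -0.97. For the 80 tested proteins of the mitochondrial ribosome, 42 genes had a positive and 38 a negative log2 fold change, with a median of 0.03 (score 0.83, permutation p = 0.780, adjusted 0.808). MRPL53 and MRPL38 (0.98 and 0.70) and MRPS6 (-0.88), singled out after their values were seen, were differentially expressed among all genes tested. None of the list passed when adjusted over the list alone, against 18 with an unadjusted p under 0.05, and the sign of the score changed without the filter (-0.83) and after the correction for GC content and length (-0.91).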

Gene set enrichment analysis (GSEA) (37, 38) revealed no trend in the overall transcription of MitoCarta3.0 genes (*SI Appendix*, Fig. S1*D* and Dataset S4) and we obtained similar results when we reanalyzed a published RNA-Seq dataset of A549 lung carcinoma cells treated with small interfering RNAs targeting *N6AMT1* (28) (*SI Appendix*, Fig. S1*E* and Dataset S5). Importantly, and in contrast to earlier studies, we included genes encoded by the mitochondrial genome in our RNA-Seq analysis, allowing us to observe a profound decrease in all 11 mt-mRNAs, corresponding to the 13 mitochondrial open-reading frames (ORFs), in *N6AMT1*-depleted cells (Fig. 1*F*). Accordingly, we found decreased respiration in *N6AMT1*-depleted cells (Fig. 1*G*). 

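The 13 ORFs were located on mt-DNA in GRCh38, where 12 lie on the plus strand between 3307 (the start of MT-ND1) and 15887 (the end of MT-CYB). MT-ND6 lies on the minus strand from 14149 to 14673. MT-ATP8 (8366 to 8572) overlaps MT-ATP6 (8527 to 9207), and MT-ND4L (10470 to 10766) overlaps MT-ND4 (10760 to 12137), so that counts within these pairs depend on how reads on the shared bases were assigned. The 13 ORFs together received between 18398 and 45119 counts per library. Their share of the counts on tested genes was 5.33%, 4.44% and 3.25% in sgCtrl replicates 1 to 3, and 1.94%, 0.829% and 0.468% in sgN6AMT1 replicates 1 to 3. The widest 95% Wilson interval of a share was that of sgCtrl replicate 1, from 5.28% to 5.39%. The mean fell from 4.34 ± 1.05% to 1.08 ± 0.77% (SD, n = 3 each), a difference of -3.26 percentage points and a 4.02-fold ratio, which exceeds the spread between replicates (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Without sgN6AMT1 replicate 1 the ratio was 6.70. That replicate is the only sgN6AMT1 library at the depth of the controls, so that sequencing batches, had they gone with depth, could not be separated from the condition for replicates 2 and 3.

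**Figure D1:**
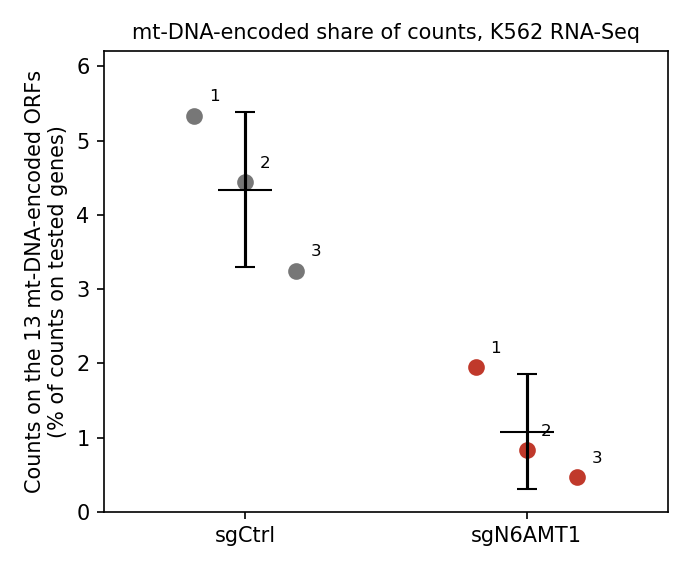
Share of the counts on tested genes that fell on the 13 mt-DNA-encoded ORFs (y axis, percent) in each sgCtrl and sgN6AMT1 library (x axis, n = 3 each). Points are libraries with their replicate number, and bars give the mean and SD. The sgN6AMT1 libraries sit between 0.468% and 1.94%, below the sgCtrl libraries at 3.25% to 5.33%.

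In the edgeR fit, the log2 fold changes of the 13 ORFs were all negative, from -1.14 for MT-ND6 to -2.59 for MT-ND4L, with a median of -2.30. Adjusted over all genes tested, 12 ORFs were differentially expressed; adjusted over the list alone, 13 were, with a largest adjusted p of 0.00784. MT-CO2, with the smallest adjusted p of the list, fell from 4341 ± 1038 to 890 ± 585 TMM-normalized cpm (SD, n = 3 each), a log2 fold change of -2.30 (standard error 0.33, edgeR adjusted p = 3.67e-04), and was lower in 3 of 3 sgN6AMT1 libraries than in every sgCtrl library. MT-ND4L fell from 1168 ± 359 to 206 ± 203 (standard error of its log2 fold change 0.45, edgeR adjusted p = 0.00189), and MT-CO1 from 8803 ± 2032 to 3155 ± 1524, a log2 fold change of -1.48 (standard error 0.27, edgeR adjusted p = 0.00239). MT-ND6 fell from 366 ± 40.7 to 177 ± 150 (standard error 0.38, edgeR adjusted p = 0.0655), and it was the ORF whose conditions overlapped, since sgN6AMT1 replicate 1, at 342, exceeded sgCtrl replicate 3, at 337. The number of ORFs called moved most with DESeq2, which called 5 (MT-CO1, MT-CO2, MT-CO3, MT-CYB and MT-ND4L) with log2 fold changes of the 13 between -1.07 and -2.54. Without sgN6AMT1 replicate 1, edgeR called 13 ORFs and the median log2 fold change was -3.43. MT-CO1 and MT-CO3, picked after their values were seen because their part of the counts had risen, together made up 36.7 ± 1.91% of the counts on the 13 ORFs in sgCtrl and 54.9 ± 12.1% in sgN6AMT1 (SD, n = 3 each), with the highest sgCtrl library at 38.7% and the lowest sgN6AMT1 library at 40.9%. In sgN6AMT1 replicate 1, MT-CO3 alone made up 16.1%, within the sgCtrl libraries at 14.9% to 17.4%.

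**Figure D2:**
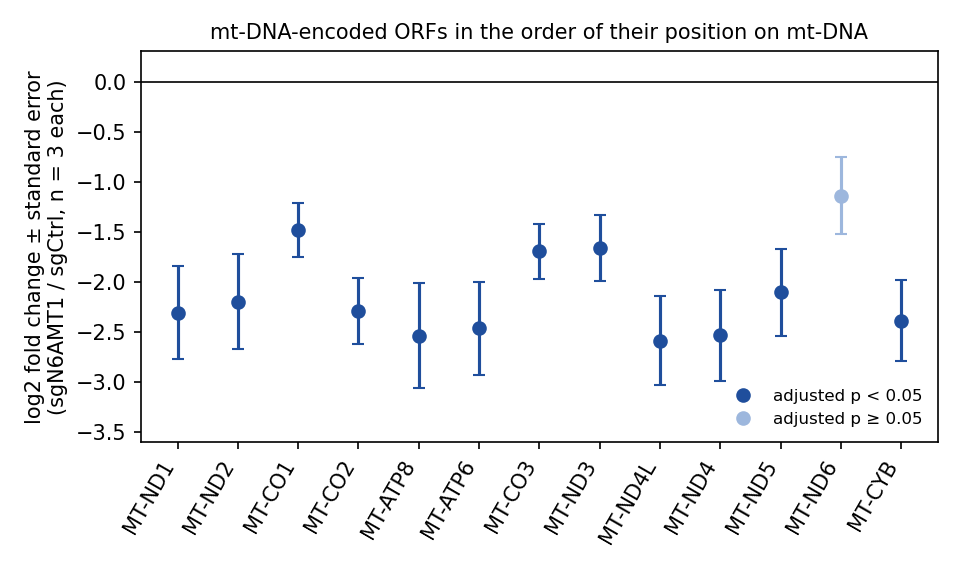
Log2 fold change of sgN6AMT1 over sgCtrl (y axis) for each mt-DNA-encoded ORF in the order of position on mt-DNA (x axis). Points are fitted values from edgeR, bars give the standard error (n = 3 libraries per condition), and the lighter point marks an adjusted p of 0.05 or more. Values lie between -2.59 and -1.14, with MT-CO1, MT-CO3, MT-ND3 and MT-ND6 nearest to 0.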

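The mt-DNA-encoded and the nuclear-encoded transcripts were also compared within each library. Relative to the mean of the sgCtrl libraries, the median log2 value of the 13 mt-DNA-encoded ORFs was -1.1, -3.12 and -3.80 in sgN6AMT1 replicates 1 to 3, against 0.29, -0.0079 and -0.35 in sgCtrl replicates 1 to 3. In sgN6AMT1 replicate 1, which had the smallest change, 12 of the 13 ORFs lay below every sgCtrl library. In the preranked enrichment the 13 ORFs had a normalized score of -2.66 (permutation p = 2.18e-04, 0.00218 after Benjamini-Hochberg adjustment over 10 lists), lower in 3 of 3 sgN6AMT1 libraries. Limma's rotation test fry, which allows for correlation between genes, gave p = 0.0205 by rotation (0.0682 after adjustment over the lists). Its test camera gave p = 3.87e-24 with its preset correlation between genes of 0.01, and with the correlation estimated from these libraries, 0.935, it gave p = 0.037 (0.37 after adjustment over the lists), so that the 13 ORFs count for little more than a single measurement per library. Of nuclear genes with a part in mt-DNA expression, TFAM, on chromosome 10 from 58385345 to 58399220, had 212 ± 27.9 TMM-normalized cpm in sgCtrl and 182 ± 19.0 in sgN6AMT1 (SD, n = 3 each), a log2 fold change of -0.21 (standard error 0.16, edgeR adjusted p = 0.413). NRF1 had a log2 fold change of 0.42 (standard error 0.33, edgeR adjusted p = 0.448), and PPARGC1A had 0 counts in the 6 libraries. Respiration was not analysed here. The paper gives the decrease of the mt-mRNAs (Fig. 1F) and of respiration (Fig. 1G) after the absence of a trend among MitoCarta3.0 genes and the localization of the protein outside mitochondria (Fig. 1D), and concludes against a direct role of the protein in regulating nuclear genes for mitochondrial proteins.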

We conclude that *N6AMT1* is required for mt-DNA expression and mitochondrial function, even though the protein is not present within mitochondria and is not directly involved in transcriptional regulation of the nuclear genes encoding mitochondrial proteins.

### *N6AMT1* Depletion Reduces Cytosolic Translation of the mt-RNA Processing Machinery.

Given that a direct role for *N6AMT1* in nuclear transcription is unlikely to account for the changes seen in mt-DNA gene expression, we investigated the influence of *N6AMT1* on cytosolic translation using ribosome profiling (Ribo-Seq). In K562 cells, *N6AMT1* depletion led to no or marginal changes in rRNA abundance, polysome profiles, and ribosome profiles (Fig. 2 *A* and *B* and *SI Appendix*, Fig. S2*A*). In contrast to earlier studies in yeast and bacteria (23, 24), we observed no appearance of halfmers in our polysome profiles (Fig. 2*B*) and our meta-analysis of all transcripts in *N6AMT1*-depleted cells showed no difference in ribosome occupancy on termination codons (Fig. 2*C*), indicating no global effect on polysome formation or on translation termination, respectively. However, 1,401 individual genes were differentially translated (FDR-q < 0.05) in *N6AMT1*-depleted cells (Fig. 2*D* and Dataset S6). Gene ontology analysis revealed several affected pathways (*SI Appendix*, Fig. S2*B* and Dataset S7), and among them, we found a significant reduction in the translation of genes involved in mt-RNA metabolism, including PRORP, the catalytic subunit of the mitochondrial RNAse P, and TRMT10C, a methyltransferase also part of the mitochondrial RNAse P complex (Fig. 2*D*). This was in marked contrast to the RNA-Seq data, which showed no difference in the steady-state levels of mt-RNA metabolism-related transcripts, including in PROPR and TRMT10C (*SI Appendix*, Fig. S2 *B* and *E*). 

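The steady-state levels of transcripts for mt-RNA metabolism were read from the same K562 RNA-Seq counts, with a list of 58 genes in place of the MitoPathways set. Of the 54 genes tested, 32 had a positive and 22 a negative log2 fold change, with a median of 0.07. The list's median in single libraries was between 0.02 and 0.13 in sgN6AMT1 and between -0.09 and 0.07 in sgCtrl. Its enrichment score was 0.80 (permutation p = 0.808, 0.808 after adjustment), and it turned negative without a filter on low counts (-0.79) and without sgCtrl replicate 1 (-0.67). TRIT1 and FASTK (log2 fold changes of 0.62 and 0.98) and THG1L (-1.01), singled out after their values were seen, were differentially expressed among all genes tested; none of the list passed when adjusted over the list alone, against 11 with an unadjusted p under 0.05.

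TRMT10C, on chromosome 3 from 101561868 to 101566446, had 28, 56 and 58 counts in sgCtrl and 72, 383 and 178 in sgN6AMT1. As TMM-normalized cpm, these were 56.9 ± 16.8 and 63.8 ± 15.9 (SD, n = 3 each), a log2 fold change of 0.13 (standard error 0.25, edgeR adjusted p = 0.792) that lay between -0.09 and 0.33 with each library left out in turn and was negative only without sgCtrl replicate 1. PRORP, listed by its older symbol KIAA0391 and located on chromosome 14 from 35121846 to 35277622, had 30.1 ± 7.57 and 30.9 ± 1.97, a log2 fold change of 0.02 (standard error 0.26, edgeR adjusted p = 0.972). It changed sign under DESeq2 (-0.00051), with scaling by total counts (-0.0011), and without sgCtrl replicate 1 (-0.17) or sgN6AMT1 replicate 3 (-0.03). HSD17B10, on chromosome X from 53431258 to 53434370, had 144 ± 18.6 and 201 ± 22.2, a log2 fold change of 0.49 (standard error 0.16, edgeR adjusted p = 0.0606), and was higher in 3 of 3 sgN6AMT1 libraries than in every sgCtrl library. It passed the threshold in 3 of 17 alternatives, over which its adjusted p ran from 0.033 to 0.243. ELAC2, on chromosome 17 from 12991612 to 13018065, had 137 ± 15.8 and 131 ± 33.6, a log2 fold change of -0.04 (standard error 0.19, edgeR adjusted p = 0.93) that was positive without sgN6AMT1 replicate 1 (0.11) or sgCtrl replicate 1 (0.05). The degradosome transcripts SUPV3L1 and PNPT1 had log2 fold changes of 0.07 and -0.41 (edgeR adjusted p = 0.823 and 0.0982), PNPT1 being lower in 3 of 3 sgN6AMT1 libraries. In counts simulated at these depths, a change of 1 on the log2 scale was called for 79.8% of genes that passed the filter. The simulated genes were of all expression levels, with a dispersion set by level alone. The rate is therefore not that for TRMT10C or PRORP.

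**Figure D3:**
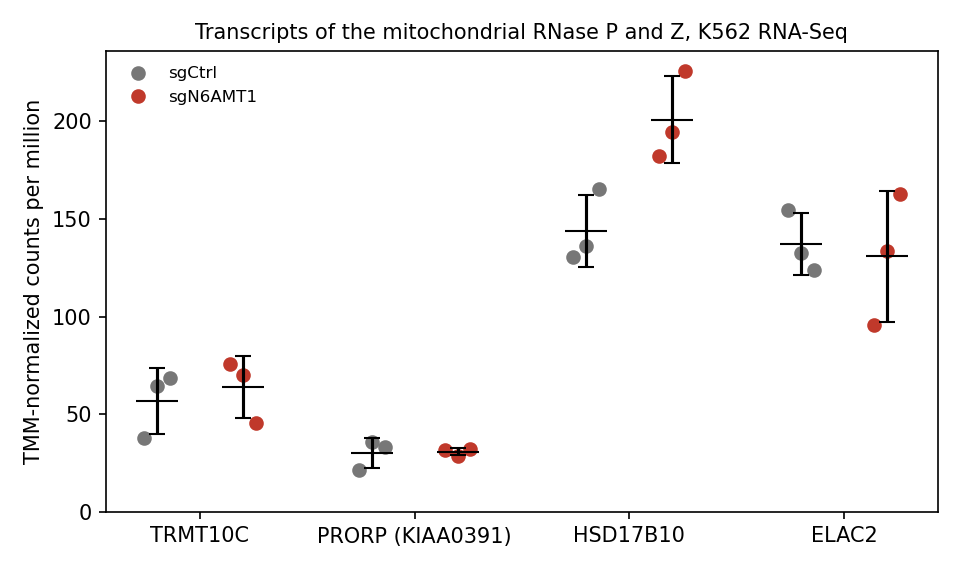
TMM-normalized cpm (y axis) of the transcripts of the mitochondrial RNase P subunits TRMT10C, PRORP and HSD17B10 and of the RNase Z ELAC2 (x axis) in sgCtrl and sgN6AMT1 K562 libraries. Points are libraries (n = 3 per condition), and bars give the mean and SD. The conditions overlap for TRMT10C, PRORP and ELAC2, and HSD17B10 has 144 in sgCtrl and 201 in sgN6AMT1 on average.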

GSEA using the MitoPathways gene sets (34) confirmed “mt-RNA metabolism,” “mt-RNA processing,” and “mt-RNA granules” as the three most depleted mitochondrial pathways (Dataset S8), a finding that we corroborated by analyzing translation efficiency (TE), a metric in which ribosome-protected mRNA fragments are normalized to transcript abundance (39) (Datasets S9 and S10).

**Fig. 2.**
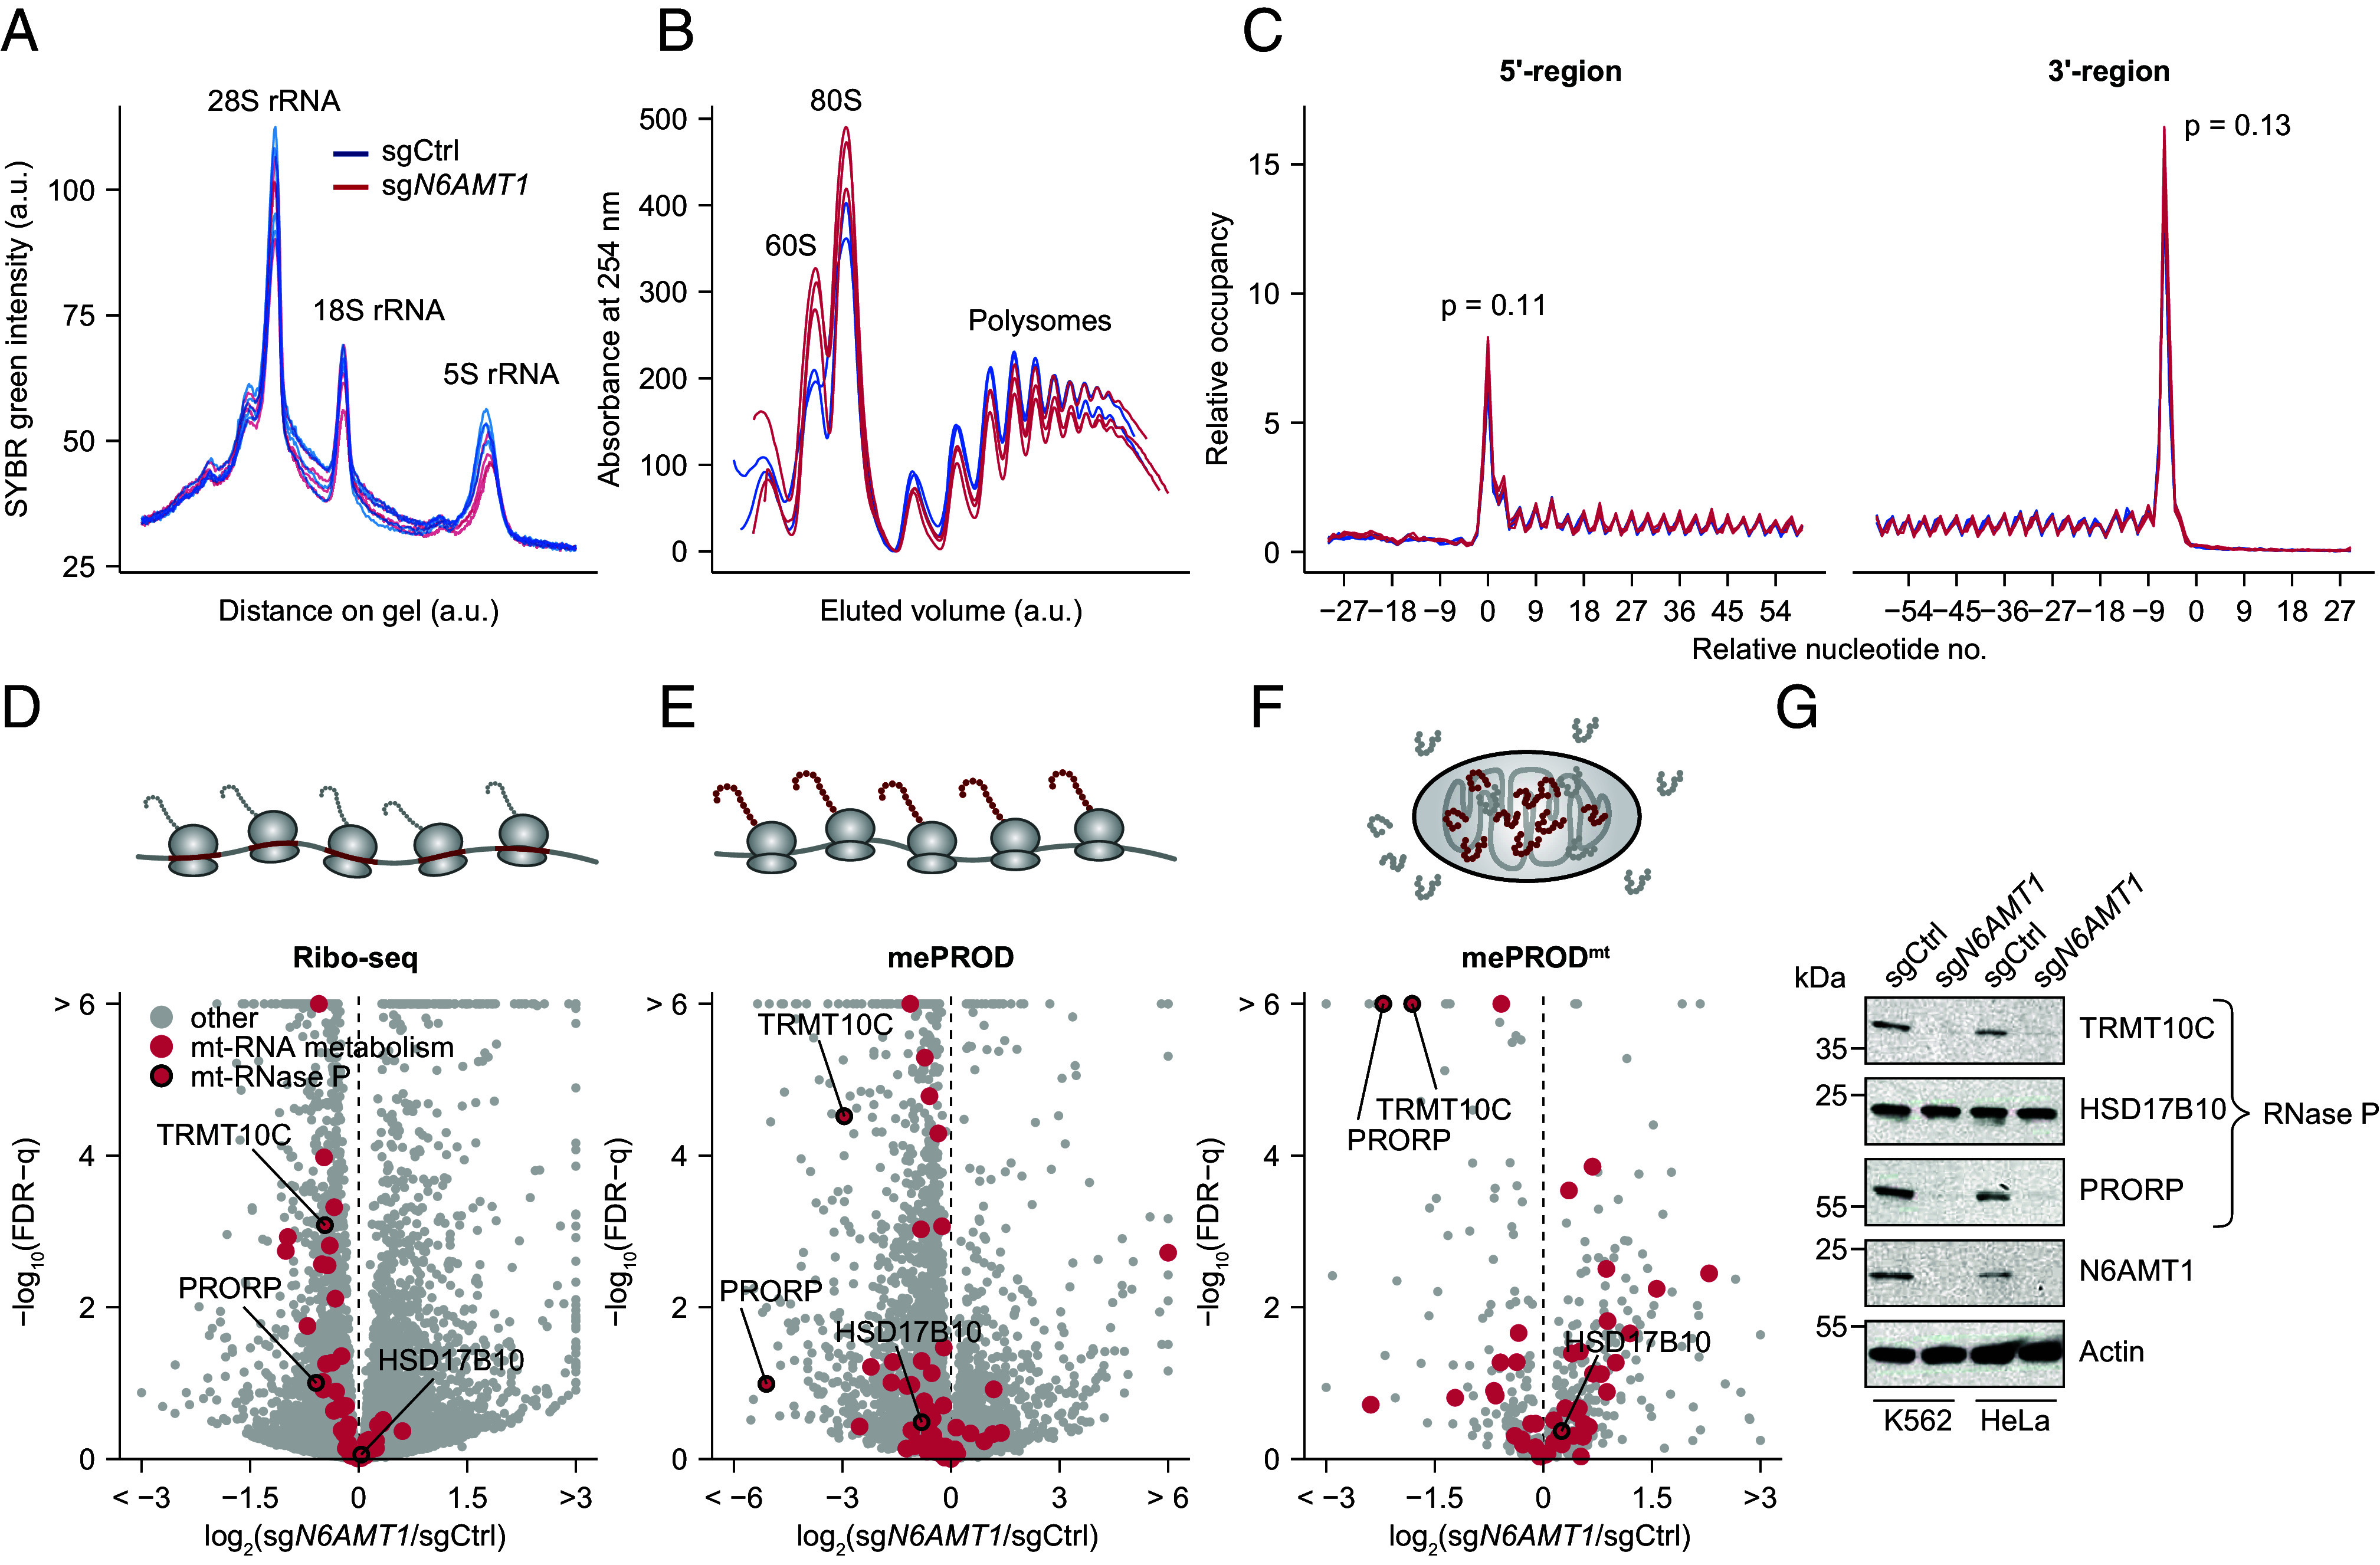
Cytosolic translation of the mt-RNA processing machinery is reduced in *N6AMT1*-depleted cells. (*A*) Quantification of RNA agarose gel (shown in *SI Appendix*, Fig. S2*A*) comparing control (sgCtrl) to *N6AMT1*-depleted (sg*N6AMT1*) K562 cells 10 d post-sgRNA transduction (n = 4 independent lentiviral infections per condition). Each curve represents the SYBR-green intensity across one lane, with the major rRNA peaks indicated. (*B*) Polysome analysis of control and *N6AMT1*-depleted K562 cells (n = 2-3 lentiviral infections) 10 d post-sgRNA transduction. Elution volumes are normalized to the 80S peak and the maximal polysome peak to allow direct comparisons between replicates. (*C*) Metagene analysis of control and *N6AMT1*-depleted K562 cells 10 d post-sgRNA transduction detected by ribosome profiling (Ribo-Seq). Curves represent ribosome-protected fragments at the indicated nucleotide positions relative to the total number of ribosome-protected fragments (n = 3 independent lentiviral infections per condition, based on 9,600 transcripts). *P*-values were obtained by Student’s *t* tests of the 5′ and 3′ peaks, respectively. (*D*) Transcript ribosome occupancy of 10,793 transcripts detected by ribosome profiling (Ribo-Seq) in *N6AMT1*-depleted K562 as compared to control cells. n = 3 independent lentiviral transduction per condition. (*E* and *F*) Translatome analysis using multiplexed enhanced protein dynamics (mePROD; 4,079 proteins) proteomics (*E*) and global mitochondrial protein import proteomics (mePROD^mt^; 495 proteins) (*F*) in *N6AMT1*-depleted K562 as compared to control cells. n = 4 independent lentiviral transduction per condition. (*G*) Protein immunoblot showing mitochondrial RNase P subunit protein levels in control and *N6AMT1*-depleted K562 and HeLa cells, with antibodies targeting TRMT10C (MRPP1), HSD17B10 (MRPP2), and PRORP (MRPP3).

We next sought to complement our ribosome profiling observations with a protein-based assay and used mePROD (multiplexed enhanced protein dynamic) and its mitochondrial equivalent, mePROD^mt^. mePROD combines pulsed stable isotope labeling (SILAC) with tandem mass tags, signal amplification, and mass spectrometry to monitor newly synthesized proteins on a proteome-wide scale, while mePROD^mt^ includes a mitochondrial isolation step to quantify more selectively the proteins imported into mitochondria. mePROD revealed *N6AMT1*-dependent alterations in cytosolic translation that correlated moderately with Ribo-Seq data (Pearson correlation coefficient = 0.42, *SI Appendix*, Fig. S2*C*), revealing a subset of mt-RNA-related proteins reduced in *N6AMT1*-depleted cells, including PRORP and TRMT10C (Fig. 2*E*, *SI Appendix*, Fig. S2*E*, and Dataset S11). We confirmed these observations with mePROD^mt^ data (Fig. 2*F*, *SI Appendix*, Fig. S2*E*, and Dataset S12). Comparing mePROD and mePROD^mt^ revealed no difference in protein import into mitochondria (*SI Appendix*, Fig. S2*D*). PRORP and TRMT10C were the two main mt-RNA-related factors depleted in all three datasets, and to confirm our findings, we immunoblotted *N6AMT1*-depleted cells and observed a significant reduction in the steady-state levels of the two proteins, both in K562 and in HeLa cells, while the third RNase P subunit HSD17B10 was not affected (Fig. 2*G*). Taken together, our complementary approaches revealed a selective reduction in cytosolic translation of two protein subunits of the mitochondrial RNAse P in *N6AMT1*-depleted cells.

### *N6AMT1* Is Necessary for mt-RNA Processing, Protein Synthesis, and OXPHOS.

The observed reductions in mt-DNA-encoded mRNAs (Fig. 1*F*) and in the proteins involved in mitochondrial RNA processing (Fig. 2*G*) prompted us to characterize further the impact of *N6AMT1* on the mitochondrial transcriptome. We used NanoString (40) and a set of mitochondria-specific probes called “MitoString” (41) to quantify mt-mRNAs, unprocessed mt-RNA junctions, and mt-ncRNAs (*SI Appendix*, Fig. S3 *A* and *B*). We observed a dramatic increase in unprocessed mRNA-tRNA and rRNA-tRNA junctions in *N6AMT1*-depleted cells, affecting both 5′ and 3′ RNA junctions, as well as an accumulation of mt-ncRNAs (Fig. 3*A*), strongly suggesting a deficiency in mt-preRNA processing, with no effect on mt-DNA copy number (Fig. 3*B*). To exclude off-target effects, we reintroduced an sgRNA-resistant cDNA of *N6AMT1* and observed a full rescue of the phenotype (Fig. 3 *A* and *C*). In contrast, we found that a catalytically inactive N6AMT1 mutant (D77A) (24) failed to rescue mt-RNA processing (Fig. 3*C* and *SI Appendix*, Fig. S3*C*), indicating that the catalytic activity of N6AMT1 is required for its function in mt-RNA processing. To test whether PRORP and TRMT10C were limiting in the absence of *N6AMT1*, we coexpressed both cDNAs in *N6AMT1*-depleted K562 cells and observed a full or partial rescue of the mt-RNA processing phenotype at all mt-preRNA junctions tested (Fig. 3*D* and *SI Appendix*, Fig. S3 *D* and *E*).

**Fig. 3.**
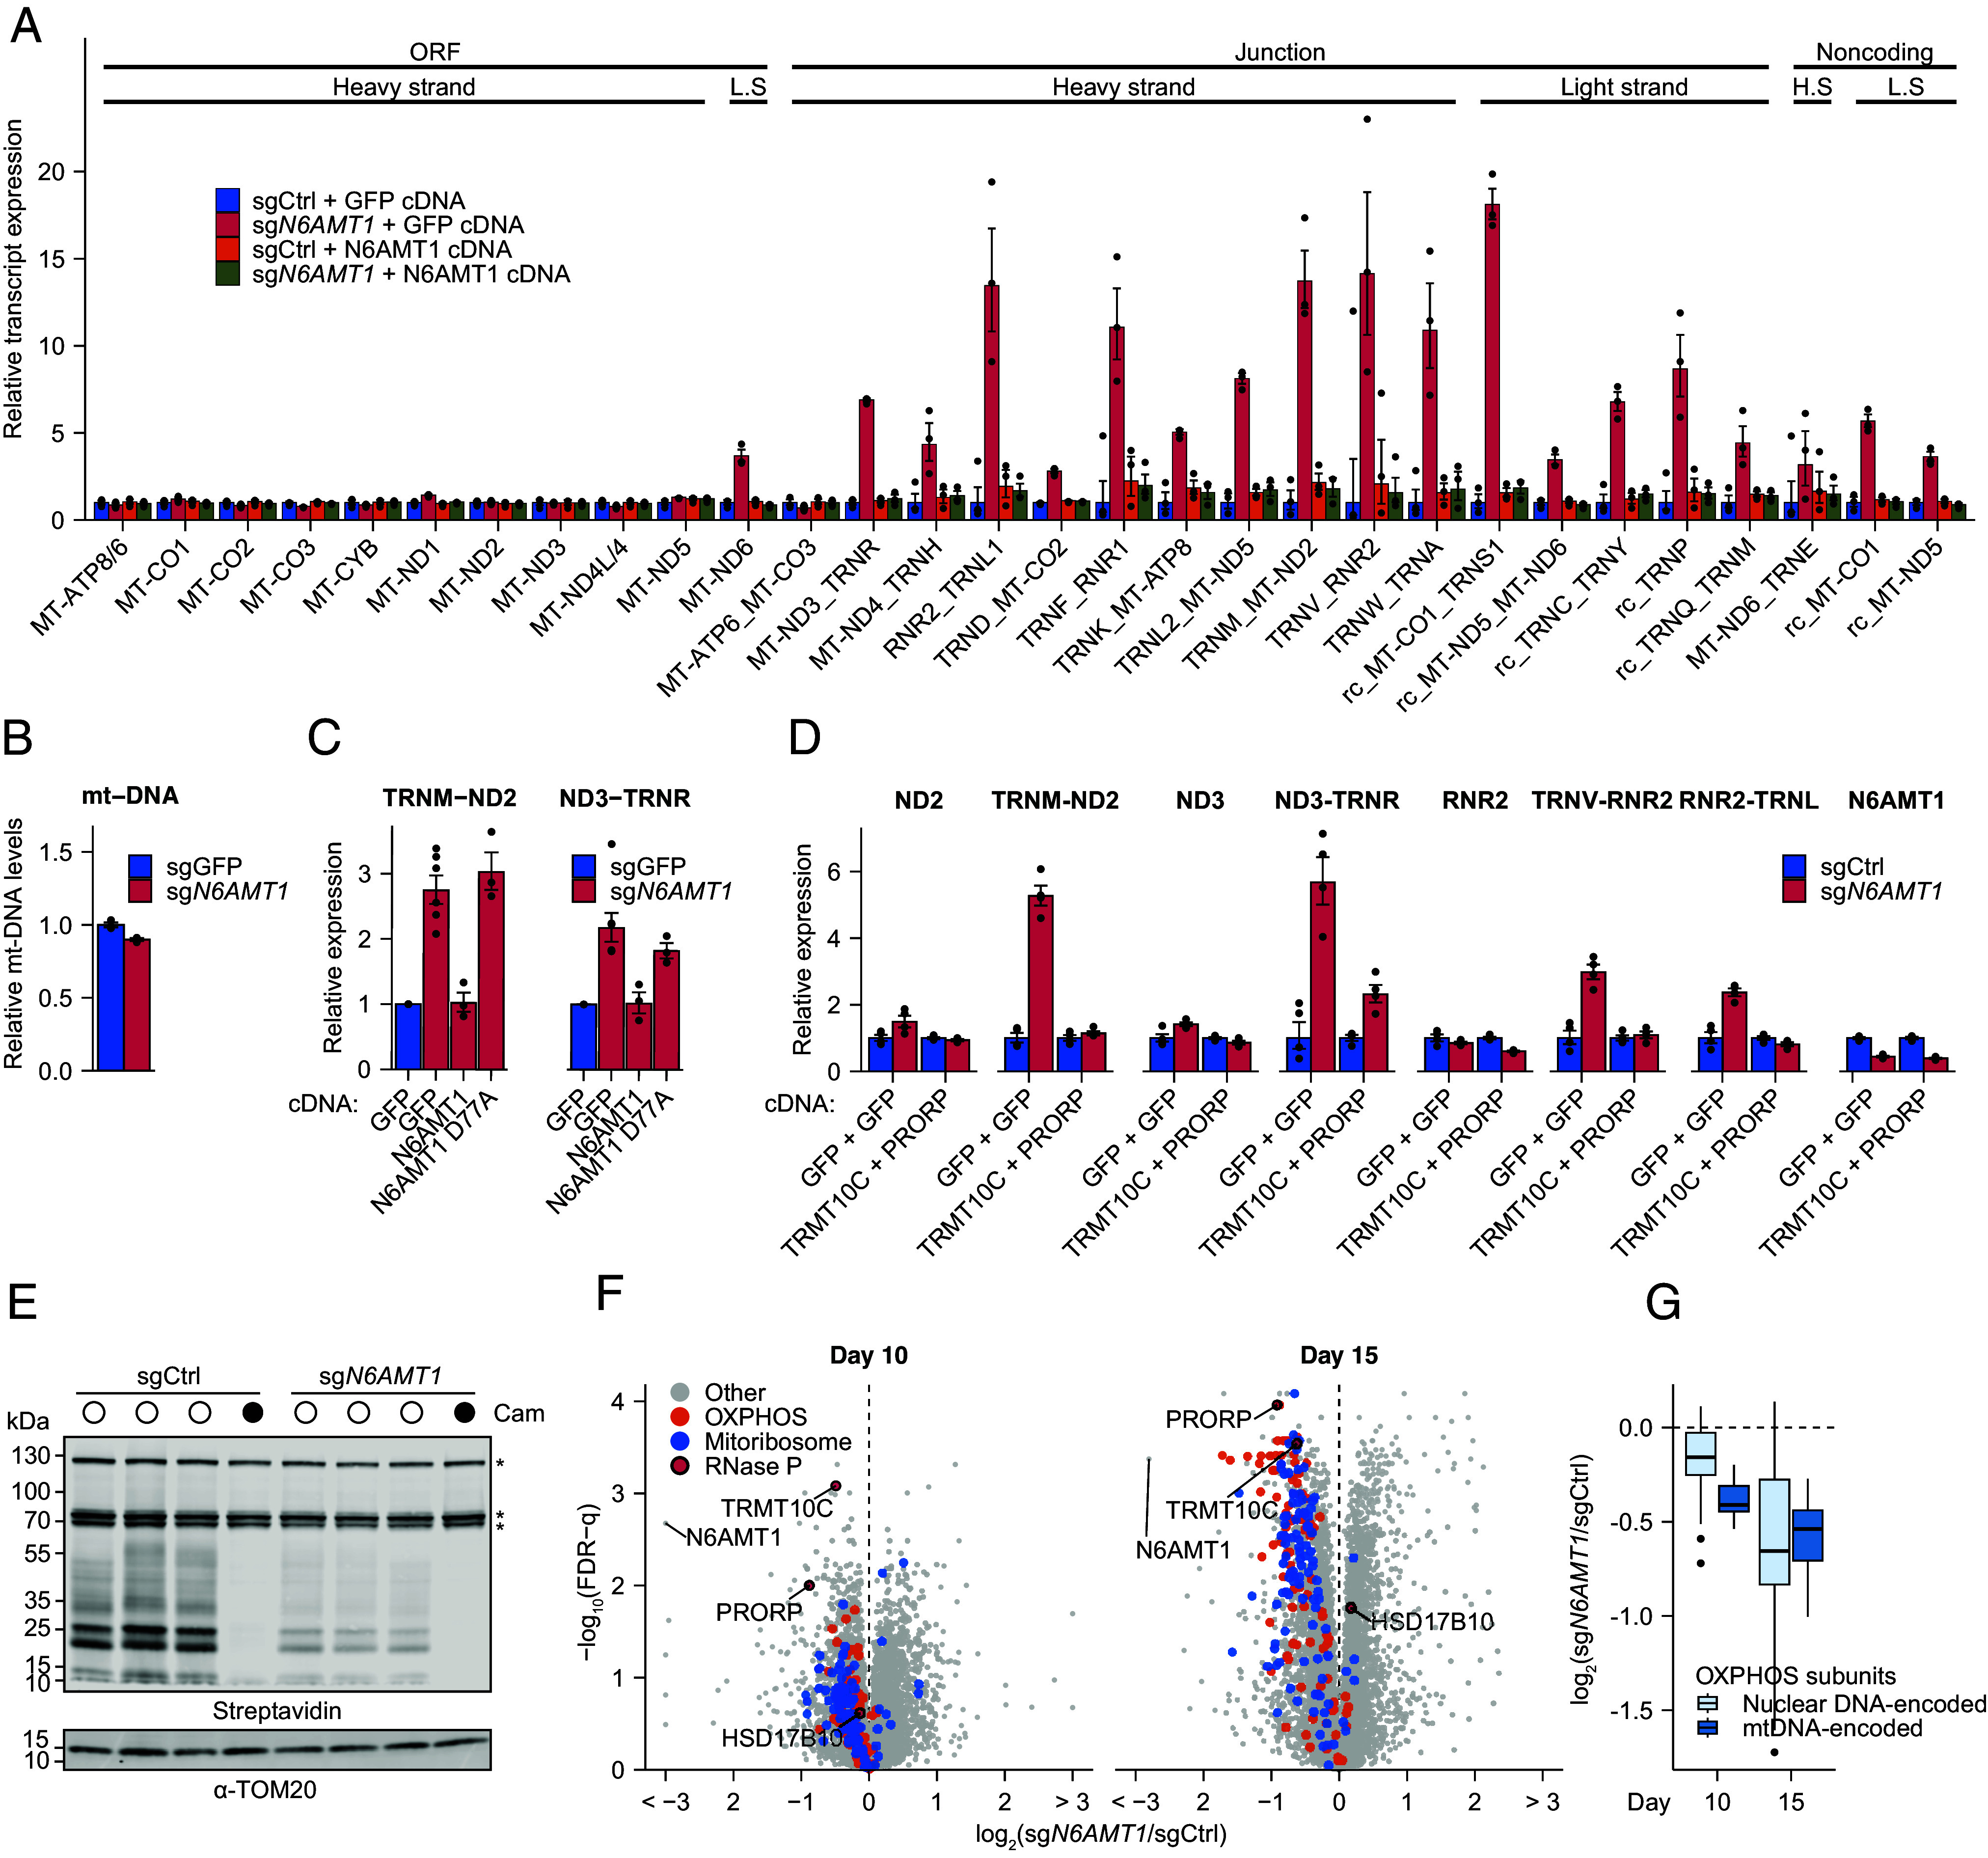
*N6AMT1* depletion leads to impaired mt-RNA processing and prevents mitochondrial translation and OXPHOS. (*A*) MitoString analysis of mitochondrial RNA processing in control (sgCtrl) and *N6AMT1*-depleted (sg*N6AMT1*) K562 cells where a control cDNA (coding for GFP) or an sgRNA-resistant cDNA of *N6AMT1* was introduced. Bars represent geometric mean values and error bars indicate corresponding SEM (n = 3 independent transduction). L.S.: light strand; H.S.: heavy strand. rc: reverse complement. “ORF,” “Junction,” and “Noncoding” correspond to the regions of the mitochondrial transcriptome targeted by our probes. MitoString probes are described in more detail in *SI Appendix*, Fig. S3. (*B*) Relative mt-DNA quantification as determined by qPCR in control or *N6AMT1*-depleted K562 cells. Relative mt-DNA levels were calculated as the ratio between the expression of the mt-DNA-encoded MT-ND2 gene and the nuclear DNA-encoded 18S rRNA gene. (*C*) qPCR analysis of unprocessed mt-RNA in control, *N6AMT1*-depleted cells, and *N6AMT1*-depleted cells with an sgRNA-resistant *N6AMT1* cDNA introduced (wild type or catalytically active mutant D77A) (n = 3 to 6 independent lentiviral infections). (*D*) qPCR analysis of unprocessed and total mt-mRNA and mt-rRNA in control or *N6AMT1*-depleted K562 with the introduction of either 2 different *GFP* cDNAs or *TRMT10C* + *PRORP* cDNA (n = 3 independent lentiviral infections). (*E*) Translation of mitochondrially encoded proteins in control or *N6AMT1*-depleted K562 cells after labeling with L-Homopropargylglycine in the presence of cycloheximide (a cytosolic translation inhibitor). Chloramphenicol (Cam, a mitochondrial translation inhibitor) is used as control. Asterisks indicate endogenously biotinylated mitochondrial proteins. All mt-DNA-encoded proteins migrate below the 70 kDa marker. (*F*) Proteome changes of 7,364 quantified proteins in *N6AMT1*-depleted K562 cells as compared to control, 10 d (*Left*) or 15 d (*Right*) following sgRNA transduction (n = 3 independent transduction per condition per day). (*G*) Proteomics protein abundance of OXPHOS subunits according to the genome (nuclear or mitochondrial (mt-DNA)) that encodes them.

MitoString was originally established and tested by knock-down of 107 mitochondrially localized, predicted RNA-binding proteins (41), allowing us to perform unsupervised clustering to identify which of these genes share similarities with *N6AMT1*. Among the 107 knockdowns, we found that *N6AMT1* depletion clustered best with depletion of subunits from the mitochondrial RNAse P and RNAse Z (*SI Appendix*, Fig. S3*F*), thus functionally supporting our translatome results (Fig. 2 *D*–*F*).

We then sought to characterize the mitochondrial consequences of low RNase P activity in *N6AMT1*-depleted cells. Consistent with defects in RNA processing and depletion of mature mt-RNA, we observed a global attenuation of translation by the mitochondrial ribosomes (Fig. 3*E*). We confirmed this observation using time-resolved quantitative proteomics on *N6AMT1*-depleted cells, where we observed a strong, gradual depletion of most proteins involved in these processes (Fig. 3*F* and Dataset S13). Our proteomics analysis also confirmed decreased levels of PRORP and TRMT10C, while HSD17B10 levels were only marginally affected (Fig. 3*F*). For the respiratory chain, we observed a gradual reduction in most subunits of all OXPHOS complexes, with the exception of the F1 domain of the ATP synthase, which is not mtDNA-encoded and can assemble even when mitochondrial gene expression is impossible (Dataset S13) (42). Consistent with the defect caused by abnormal mt-RNA expression, we noted that at early time points the mt-DNA-encoded OXPHOS subunits, which are all core subunits of the respiratory chain, appeared to be more dramatically reduced than the nuclear DNA-encoded subunits (Fig. 3*G*). In addition, pathways downstream of mitochondrial gene expression were also progressively decreased at the protein level, as expected from their strict dependency on intact mt-RNA metabolism (*SI Appendix*, Fig. S3*G*), while mitochondrial pathways such as “signaling,” “protein import, sorting, and homeostasis,” and “metabolism” were not affected, indicating that mitochondrial functions not related to gene expression or OXPHOS were maintained (*SI Appendix*, Fig. S3*G*). We conclude that defects in *N6AMT1*-dependent synthesis of the mitochondrial RNAse P machinery alter the mitochondrial proteome in a way that leads to a progressive decline in pathways downstream of mt-RNA processing, such as mitochondrial translation and OXPHOS.

### Impaired mt-RNA Processing in *N6AMT1*-Depleted Cells Causes MRG Stress and dsRNA Accumulation.

Mitochondrial RNA processing takes place in MRGs (5, 43), where the mitochondrial RNAses P/Z and the degradosome cleave and degrade mt-RNA. In the absence of these events, the accumulation of mt-RNA, often in the form of mt-dsRNA, can trigger an interferon response and inflammation (11). Based on its effects on mt-preRNA and mt-ncRNA processing (Fig. 3*A*), we hypothesized that *N6AMT1* depletion could trigger the accumulation of unprocessed mt-RNA in MRGs, as well as innate immune signaling related to mt-dsRNA. K562 cells lack a large genomic region including the interferon gene locus (44) and, in addition, are poorly compatible with imaging. We therefore used HeLa cells to investigate the MRGs following *N6AMT1* depletion, where we also confirmed strong depletion of PRORP and TRMT10C (Fig. 2*G*). We immunolabeled MRGs with antibodies against FASTKD2, an MRG-specific marker whose abundance was not affected in our proteomics profiles (Dataset S13), as well as against BrU following a short pulse of 5-bromouridine (BrU) to label newly synthesized mt-RNA. We observed a striking accumulation of MRGs in *N6AMT1*-depleted cells, indicating MRG stress (5) (Fig. 4 *A* and *C*). Similarly, and as expected from the accumulation of mt-ncRNA (Fig. 3*A*), we also observed strong accumulation of dsRNA in mitochondria from *N6AMT1*-depleted cells, here too forming more abundant, larger and brighter foci following immunolabeling using a dsRNA antibody (Fig. 4 *B* and *D*). Finally, we examined the physiological consequences of this mt-RNA accumulation using qPCR and, as expected from previous work on patients’ cells unable to degrade mt-RNA (11), found a transcriptional activation of innate immunity genes characterized by high expression of interferon beta (*IFNB1*) and interferon-related genes such as *USP18*, *IFIT1,* or *GBP2* (Fig. 4*E*). We conclude that the aberrant mt-RNA processing seen in *N6AMT1*-depleted cells results in the accumulation of unprocessed and double-stranded mt-RNA, with consequences for MRGs, OXPHOS, and immune signaling (Fig. 4*F*).

**Fig. 4.**
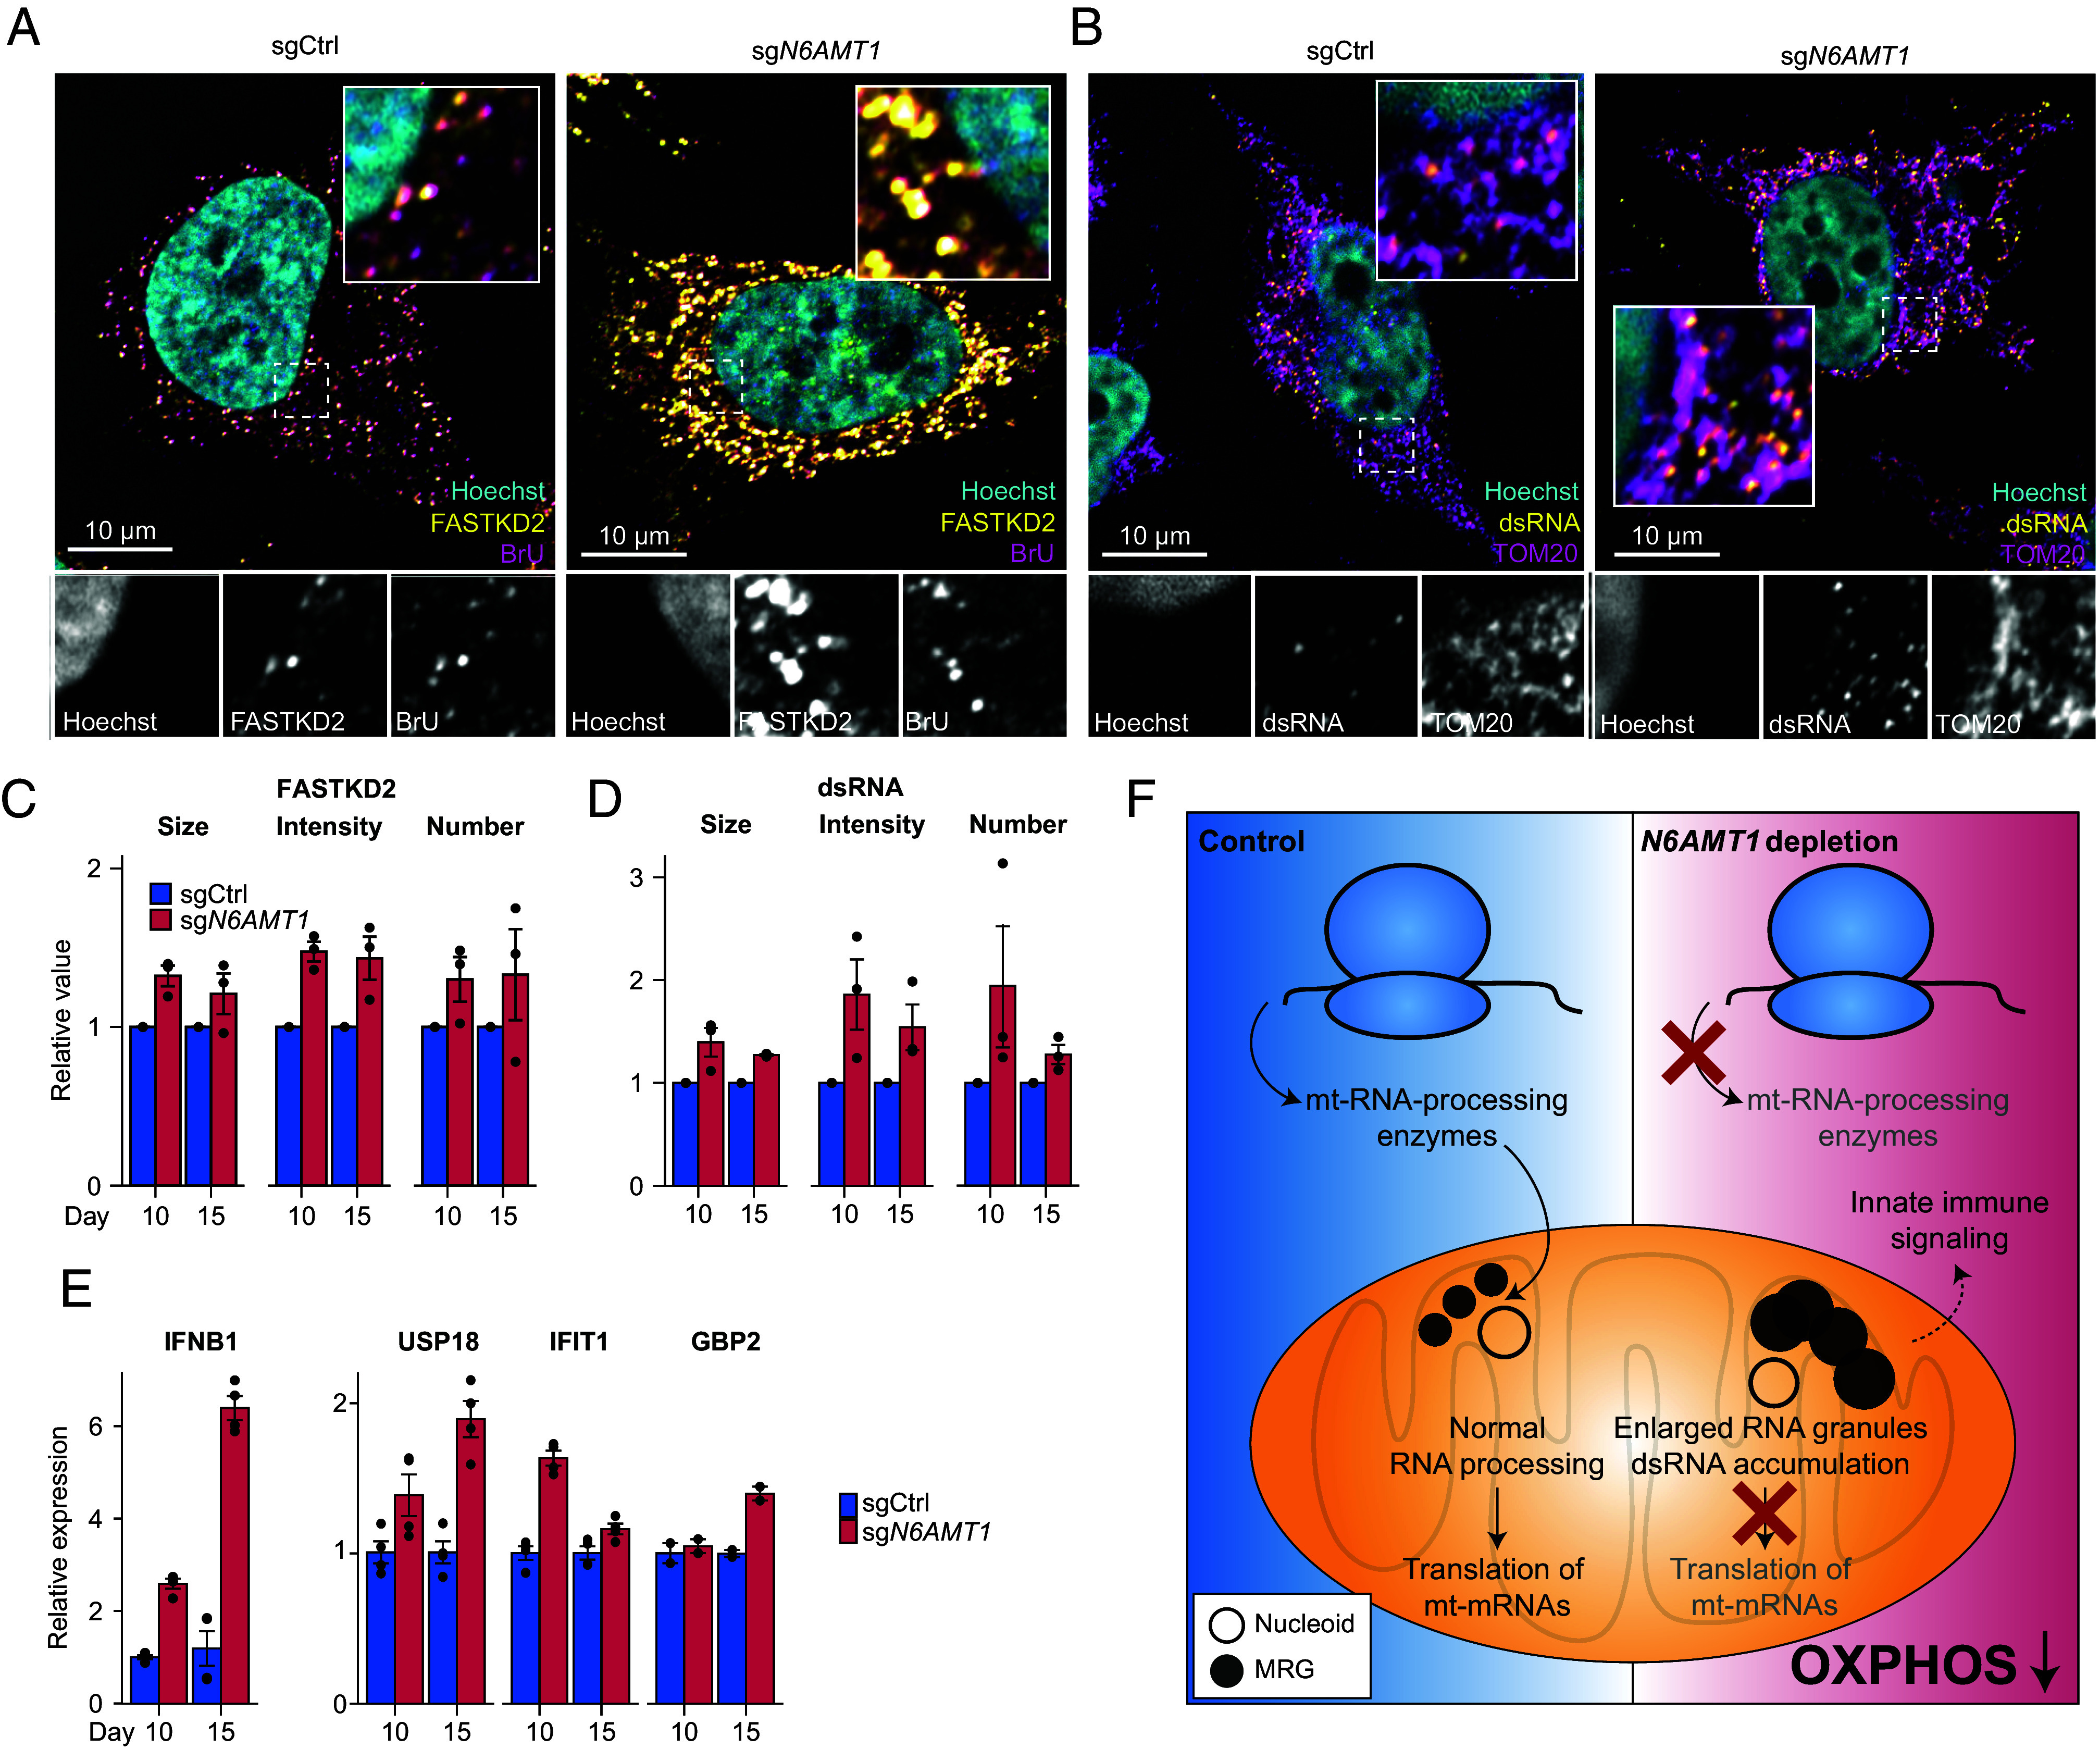
Mitochondrial preRNA and dsRNA accumulate and trigger an interferon response in *N6AMT1*-depleted cells. (*A*) Representative images from immunofluorescence analysis of FASTKD2- and bromouridine (BrU)-immunolabeled MRGs in control (sgCtrl) or *N6AMT1*-depleted (sg*N6AMT1*) HeLa cells 15 d post transduction. (*B*) Representative images from immunofluorescence analysis of mitochondria (labeled with antibodies against TOM20) and mitochondrial dsRNA (labeled with J2 dsRNA antibody) in sgCtrl or sg*N6AMT1* HeLa cells 15 d post transduction. (*C* and *D*) Quantification of FASTKD2 foci (*C*) and dsRNA foci (*D*), 10 or 15 d post transduction of HeLa cells with sgCtrl or sg*N6AMT1*. n = 3 independent experiments, with signal from at least 25 cells per condition. “Number” refers to average number of foci per cell area, “Size” refers to the average foci area, and “Intensity” refers to the average foci intensity. (*E*) qPCR determination of transcripts of interferon beta (IFNB1) and interferon-inducible USP18, IFIT1, and GBP2 in *N6AMT1*-depleted HeLa cell lines as compared to controls 10 or 15 d post transduction. n = 4 independent transductions. (*F*) Proposed role of *N6AMT1* in mitochondrial biogenesis. In *N6AMT1*-depleted cells, translation of mt-RNA-processing enzymes is reduced, leading to accumulation of unprocessed RNA in MRGs. This prevents translation of essential genes involved in mitochondrial gene expression and OXPHOS. In addition, impaired RNA processing leads to the accumulation of double-stranded mt-RNA that activates immune signaling pathways.

## Discussion

We report here a cytosolic pathway required for mitochondrial biogenesis that relies on N6AMT1. We show that N6AMT1 is required for the cytosolic translation of two key subunits from the mitochondrial RNA processing machinery, the deficiency of which leads to MRG stress, dsRNA accumulation, immune signaling, and a collapse in OXPHOS (Fig. 4*F*).

Our results shed light on the cellular function of N6AMT1, a multisubstrate methyltransferase with previously assigned functions ranging from transcription to arsenic metabolism. Using Ribo-Seq and mePROD we established a role for human N6AMT1 in cytosolic protein synthesis. Interestingly, N6AMT1 orthologs in bacteria and yeast are also involved in translation, and while we report that the molecular function of N6AMT1 in humans has diverged, as it does not involve ribosome assembly or translation termination (Fig. 2 *A* and *B*), our results nevertheless indicate that N6AMT1 has retained a canonical role in protein synthesis that appears to depend on its catalytic activity (Fig. 3*C*). Previous work identified translation-related factors, such as RRP1, EIF2BD, and eRF1 (22, 25, 29, 30), as substrates for N6AMT1, while in yeast, Mtq2 interacts with ribosomal proteins (24). Further work will be necessary to clarify which of the potential N6AMT1 methylation targets accounts for its role in translation regulation.

Based on our genome-wide identification of the genes required for mitochondrial function (12), our work reveals a pathway which is necessary for the coordinated expression of the nuclear and mitochondrial genomes. We show that *N6AMT1* is required for the translation of PRORP and TRMT10C, two subunits of the mitochondrial RNAse P which are central for mitochondrial gene expression, and which are also implicated in mitochondrial disease (45, 46). Here, we have focused our investigations on these two mitochondrial RNase P subunits and report that their decreased translation impairs mitochondrial RNA processing with two major consequences: 1) mt-mRNAs, mt-rRNAs, and mt-tRNAs remain unprocessed, thus prohibiting mitochondrial ribosome assembly and translation, strongly reducing expression of the 13 mt-DNA-encoded proteins and inhibiting OXPHOS (Fig. 2); 2) mt-RNA accumulates in mitochondria, where it colocalizes with markers of MRGs. Based on genetic depletion, our work thus far points to a role for *N6AMT1* in supporting fully functional mitochondria, and it is possible that N6AMT1 may be induced, or activated, during intense mitochondrial biogenesis programs, such as those seen during adipose or muscle differentiation. In the future, it will be interesting to analyze changes in *N6AMT1* expression during such processes and to follow the expression of the mitochondrial RNAse P, mt-RNA processing, and the state of MRGs.

The question remains of how, mechanistically, the absence of *N6AMT1* leads to a specific reduction in TRMT10C and PRORP. Our immunofluorescence data (Fig. 1*D* and *SI Appendix*, Fig. S1*C*) and earlier work (14, 36, 47) showed no colocalization of N6AMT1 with mitochondria, and previous efforts to characterize mitochondrial proteomes did not localize N6AMT1 in the organelle (48–50). Furthermore, sequence analysis of N6AMT1 predicts no mitochondrial localization (51, 52). Although we cannot rule out the possibility of trace amounts of N6AMT1 in mitochondria, the nucleo-cytosolic localization and the lack of evidence for a mitochondrial localization strongly suggest that N6AMT1 functions through a nonmitochondrial mechanism. Indeed, our Ribo-Seq, mePROD, and mePROD^mt^ observations all point to a significant decrease in the cytosolic translation of TRMT10C and PRORP in *N6AMT1*-depleted cells, an inhibition we could rescue by exogenously expressing their corresponding cDNAs (*SI Appendix*, Fig. S3*E*). Given the role for N6AMT1 in the methylation of the cytosolic translation release factor eRF1 (22) (Fig. 1*D*), we speculate that the regulation may proceed through a mechanism related to translation termination. In a recent screen, *N6AMT1* was identified as necessary for the induction of DDIT3 (CHOP) following induction of the integrated stress response (53). DDIT3 encodes a well-characterized upstream ORF (uORF) in its 5′ untranslated region (54, 55), and since uORFs are also predicted in isoforms of TRMT10C and PRORP mRNAs (56, 57), it is possible that unmethylated eRF1 may affect ribosome release from those uORFs, thereby interfering with downstream translation. Alternatively, a recent study reported a role for *Drosophila* N6AMT1/HemK2 in preventing the activation of the No-Go Decay pathway following ribosome stalling (26). Future work will be required to clarify the precise mechanism of action of N6AMT1 on cytosolic translation.

Recent work has highlighted the role of both mt-DNA and mt-RNA in triggering inflammation and the interferon response (11, 58, 59). In the case of mt-RNA, depletion or mutations in *PNPT1* lead to mt-dsRNA accumulation in mitochondria and its subsequent leakage into the cytosol where it serves as ligand for MDA-5 and RIG-I, leading to both NF-κB and interferon signaling (11). While our K562 cellular model used here for large-scale genetic experiments did not allow us to study interferon signaling, we detected significant upregulation of IFNB1 mRNA as well as interferon-related transcripts in *N6AMT1*-depleted HeLa cells (Fig. 4*E*), a result very similar to that observed following *PNPT1* depletion or mutation (11).

High levels of N6AMT1 are associated with multiple forms of cancers, and small interfering RNAs to *N6AMT1* prevent the proliferation of cancer cells from androgen receptor–dependent and castration-resistant prostate cancer (27), bladder cancer (60, 61), colorectal cancers (62), as well as small cell and non–small cell lung cancer (28). N6AMT1 methyltransferase inhibitors are also being developed (63, 64), and early results show promising activity at blocking tumor cell proliferation. A proposed mechanism for the role of N6AMT1/KMT9 in cancer is the monomethylation of histone H4 that controls transcription of cell cycle regulators and proproliferation factors (27). We have reported here on the role of *N6AMT1* in cytosolic translation, mitochondria, and innate immunity. Mitochondria are central to the provision of energy and building blocks that support cell proliferation, including in cancer cells. Based on our observations, we propose that the mechanism by which *N6AMT1* promotes cancer cell growth also involves mitochondrial activity. This role is supported by our analysis of *N6AMT1* in 1,100 CRISPR/Cas9 screens performed across cancer cell lines from 20 tissues of origin, where we report that the *N6AMT1* dependency profile correlates best with dependency on mitochondria (Fig. 1 *A*–*C*). Our observations are compatible with earlier studies reporting a function of N6AMT1/KMT9 in epigenetics (27, 62), and, collectively, the evidence points to a dual role for N6AMT1 in both gene expression and protein synthesis. Going forward, it will be important to identify which of these functions underlie cancer cell proliferation, as this could promote the development of novel anti-neoplastic molecules with reduced drug toxicity.

## Materials and Methods

### Cell Lines.

K562 (CCL-243), HeLa (CCL-2), and 293T (CRL-3216) were obtained from ATCC and reauthenticated by STR profiling at ATCC during the course of this study.

### Cell Culture.

Cells were maintained in DMEM containing 1 mM sodium pyruvate (ThermoFisher Scientific) with 25 mM glucose, 10% fetal bovine serum (FBS, ThermoFisher Scientific), and 100 U/mL penicillin/streptomycin (ThermoFisher Scientific) under 5% CO_2_ at 37 °C. Cells were counted using a ViCell Counter (Beckman), and only viable cells were considered.

### Cancer Cell Line Correlation Analysis.

DepMap Public 23Q2 Chronos scores were obtained from the CCLE Dependency Portal (DepMap) (65). Genes annotated as common essentials or with missing values were excluded. Pearson’s correlation coefficients were calculated between N6AMT1 Chronos scores and all other genes using R version 4.3.1 (66). Gene-wise correlation coefficients were exported for GSEA.

### Analysis of Published RNA-Seq Datasets.

Count values from dataset GSE131016 were obtained from the NCBI Gene Expression Omnibus data repository and reanalyzed using DESeq2 (67) in R version 4.3.1 (66). For GSEA, log_2_ fold change shrinkage was performed using the apeglm package version 1.26.1 (68).

### GSEA.

CCLE dependency correlation coefficients and log_2_ (fold-changes) from RNA-Seq, Ribo-Seq, and proteomics analyses were analyzed by GSEA version 4.3.2 (38) using the c5.go.v2023.Hs.symbols (Gene ontology) or MitoPathways (34) gene sets.

### Gene-Specific CRISPR/Cas9 Knockouts and cDNA Rescue.

The two best *N6AMT1* sgRNAs from the Avana library (69) were ordered as complementary oligonucleotides (Integrated DNA Technologies) and cloned in pLentiCRISPRv2 (70). sgRNAs targeting EGFP (nontargeting) or *OR11A1* and *OR2M4* (two unexpressed genes in K562 cells) were used as a negative control. Lentiviruses were produced according to Addgene’s protocol, and 24 to 48 h postinfection, cells were selected with 2 µg/mL puromycin (ThermoFisher Scientific) for 2 to 5 d. Cells were then maintained in routine culture media for 10 to 15 d post transduction before analysis. Gene disruption efficiency was verified by immunoblotting. For rescue, a sgRNA-resistant version of N6AMT1-3xFLAG cDNA was synthesized in pWPI (Addgene). The same cDNA was further edited to obtain the D77A variant using site-directed mutagenesis. sgRNA, cDNA, and primer sequences are described in *SI Appendix*, Table S1.

### Mitochondrial and Nuclear DNA Determination.

Mitochondrial and nuclear DNA determination was carried as previously described (34). Approximately 1 × 10^5^ cells from each condition were harvested and lysed in 100 μL mt-DNA lysis buffer (25 mM NaOH and 0.2 mM EDTA) before incubation at 95 °C for 15 min. Then, 100 μL of 40 mM Tris-HCl pH 7.5 was added to neutralize the reaction on ice. Samples were diluted 50×, and the ratio between mitochondrial and nuclear DNA was determined with a CFx96 qPCR machine (Bio-Rad) using probes and primers targeting MT-ND2 and 18S rRNA genes as described in *SI Appendix*, Table S2. Relative mt-DNA abundance was determined using the ΔΔCt method.

### RNA Extraction, Reverse Transcription, and qPCR.

RNA was extracted from total cells with the RNeasy kit (QIAGEN) and digested by DNase I before reverse transcription with murine leukemia virus reverse transcriptase using random primers (Promega). qPCR was performed with and a CFx96 Touch Real-Time PCR system (Bio-Rad) or a LightCycler 480 II (Roche) using probes and primers described in *SI Appendix*, Table S2. All data were normalized to the expression of TATA-box binding Protein (TBP) using the ΔΔCt method.

### Seahorse.

A total of 1.25 × 10^5^ K562 cells were plated on a Seahorse plate in Seahorse XF DMEM media (Agilent) containing 25 mM glucose and 2 mM glutamine (ThermoFisher Scientific). Oxygen consumption and extracellular acidification rates (ECARs) were simultaneously recorded by a Seahorse XFe96 Analyzer (Agilent) using the Mito Stress Test protocol, in which cells were sequentially perturbed by 2 µM oligomycin, 1 µM CCCP, and 0.5 µM antimycin (Sigma). Data were analyzed using Seahorse Wave Desktop Software (Agilent). Data were not corrected for carbonic acid derived from respiratory CO_2_.

### Immunofluorescence and Confocal Microscopy.

For immunofluorescence, cells transduced with N6AMT1-3xFLAG, sgCtrl, or sgN6AMT1 sgRNAs were successively fixed in 4% paraformaldehyde in cell culture media at room temperature for 10 min, permeabilized for 15 min in 0.2% Triton-PBS solution (Sigma-Aldrich, T8787), incubated with primary antibodies (1:200) in 1% PBS-Bovine Serum Albumin (Sigma Aldrich, A9647-100G) for 1 h, washed 3 × 5 min in 1% Bovine Serum Albumin (BSA) in PBS, incubated with fluorophore-coupled secondary antibodies (1:300) and Hoechst (1:1,000) in 1% BSA in PBS for 45 min, washed 3× in PBS, and mounted on a slide using FluorSave (EMD Millipore). Cells were imaged using a Zeiss LSM 880 Airyscan confocal microscope (Zeiss, 518F). For bromouridine (BrU) staining, HeLa cells were pulsed with 5 mM BrU for 30 min before fixation. MRG and dsRNA quantification was performed using an automated pipeline on CellProfiler software. To limit our quantification to the mitochondrial network, nuclei were removed from the analysis, and cell delimitation was performed using a mitochondrial marker. mitodsRED plasmid was from Clontech.

### Polyacrylamide Gel Electrophoresis and Immunoblotting.

Cells were harvested, washed in PBS, and lysed for 5 min on ice in RIPA buffer [25 mM Tris pH 7.5, 150 mM NaCl, 0.1% SDS, 0.1% sodium deoxycholate, 1% NP40 analog, 1× protease inhibitor (Cell Signaling), and 1:500 Universal Nuclease (ThermoFisher Scientific)]. Protein concentration was determined from total cell lysates using DC Protein Assay (Bio-Rad). Gel electrophoresis was done on Novex Tris-Glycine gels (ThermoFisher Scientific) before transfer using the Trans-Blot Turbo blotting system and nitrocellulose membranes (Bio-Rad). All immunoblotting was performed in 5% milk powder or 5% BSA in Tris-Buffered Saline (TBS; 20 mM Tris, pH 7.4, and 150 mM NaCl) + 0.1% Tween-20 (Sigma). Washes were done in TBS + 0.1% Tween-20 (Sigma). Specific primary antibodies were diluted 1:1,000-1:5,000 in blocking buffer (TBS + 0.1% Tween-20 and 5% milk powder). Fluorescent- and HRP-coupled secondary antibodies were diluted 1:10,000 in blocking buffer. Membranes were imaged with an Odyssey CLx analyzer (Li-Cor) or chemiluminescence and films.

### Antibodies.

Antibodies were N6AMT1 (LSBio LS-C346278), actin (Sigma A1978), eRF1 (Abcam ab31799), FASTKD2 (Proteintech 17464-1-AP), TRMT10C (Sigma, HPA036671), HSD17B10 (Abcam, ab10260), PRORP (Abcam, ab185942), GAPDH (CST, 5174T), bromouridine (Sigma 11170376001), dsRNA (Exalpha, 10010500), and TOM20 (CST, 42406). Antibody against methylated eRF1 (24) was a kind gift from Valérie Heurgué-Hamard (UMR 8261 CNRS/Université Paris Cité, Institut de Biologie Physico-Chimique).

### L-Homopropargylglycine Labeling.

Fifteen days post transduction with control sgRNA or *N6AMT1*-targeted sgRNA, K562 cells were washed with prewarmed PBS and resuspended in methionine-free medium [DMEM, high glucose, no glutamine, no methionine, no cystine (ThermoFisher Scientific) with 200 µM L-cystine, 4 mM glutamine, and 1 mM sodium pyruvate]. Mitochondrial and cytosolic translation was inhibited by incubation with 100 µg/mL chloramphenicol (Sigma-Aldrich) and 50 µg/mL cycloheximide (Sigma-Aldrich), respectively, 10 min before the addition of 500 µM L-homopropargylglycine (Jena Bioscience). After 1.5 h, cells were harvested and washed once in cold PBS and then twice in cold mitochondrial isolation buffer (10 mM HEPES pH 7.4, 210 mM mannitol, and 70 mM sucrose), and mitochondria were isolated as previously described (71). In short, 15 × 10^6^ cells were resuspended in 750 µL MB + 250 U/mL Pierce Universal Nuclease (Thermo Fisher Scientific) and 1× protease inhibitor (Cell Signaling) and lysed with 10 strokes of a 25 G needle. Lysates were centrifuged for 10 min at 500 g, 4 °C, to remove debris and intact cells, and supernatants were further centrifuged 10 min at 10,000 g, 4 °C to pellet mitochondria. Mitochondrial pellets were dissolved in 60 µL RIPA buffer, and protein concentration was determined using a DC Protein Assay (Bio-Rad). Then, 50 µL dissolved mitochondrial pellets were mixed with 50 µL click-reaction mix (10 mM sodium ascorbate (Jena Bioscience); 40 µM picolyl-Azide-PEG4-Biotin (Jena Bioscience); 2.4 mM 2- (4- ( (bis ( (1- (tert-butyl)-1H-1,2,3-triazol-4-yl)methyl)amino)methyl)-1H-1,2,3-triazol-1-yl)acetic acid (Jena Bioscience); 1.2 mM CuSO4 (Jena Bioscience)), incubated 60 min at room temperature, and mixed with 20 µL 5× SDS-PAGE loading buffer [250 mM Tris pH 6.8, 4% sodium dodecyl sulfate, 0.06% (w/v) bromophenol blue, 16% (v/v) beta-mercaptoethanol, and 30% (v/v) glycerol]. Biotinylated proteins were visualized by immunoblotting using IRDye 800CW Streptavidin (LI-COR).

### Total Ribosomal RNA (rRNA) Quantification by Gel Electrophoresis.

K562 cells were harvested 10 d post transduction with control sgRNA or *N6AMT1*-targeted sgRNA, washed in cold PBS, and snap-frozen in liquid nitrogen. RNA was extracted using TRI reagent (Sigma-Aldrich), essentially according to the manufacturer’s instructions, with the inclusion of GlycoBlue Coprecipitant (Invitrogen) for improving the visibility of precipitated RNA. Then, 16 µg purified RNA was mixed with 6× gel loading dye (New England BioLabs) and run on a 1% agarose-TAE (20 mM Tris; 10 mM acetic acid; 0.5 mM EDTA) gel + 0.01% (v/v) SYBR safe DNA Gel Stain (Invitrogen). SYBR green signal intensity was quantified across each lane using ImageJ version 1.53.

### Polysome Profiling.

Ten days after viral transduction, control or sgN6AMT1-infected K562 cells were treated with 100 µg/mL cycloheximide 10 min before harvesting. Cells were harvested, washed in PBS, and lysed for 10 min on ice in lysis buffer [50 mM HEPES pH 7.3, 100 mM potassium acetate, 15 mM magnesium acetate, 5% glycerol, 0.5% Triton X-100, 2× protease inhibitor (Cell Signaling), 5 mM DTT, and 100 µg/mL cycloheximide]. Lysates were centrifuged for 9 min at 9,000 g, 4 °C, and RNA concentrations were measured with a Nanodrop ND-2000. Then, 180 µg RNA was loaded on 10 to 50% sucrose gradients in 25 mM HEPES, 100 mM potassium acetate, 5 mM magnesium acetate, and 100 µg/mL cycloheximide and centrifuged 1:45 h at 40,000 g, 4 °C on a Beckman Coulter Optima LE-80K Ultracentrifuge. Gradients were analyzed on an Äkta purifier measuring absorbance at 254 nm. Elution volumes were normalized to volumes at the maximal absorbance (80S peak) and the fourth polysome peak to allow direct comparison between samples.

### Next-Generation RNA-Seq and Ribosome Profiling.

Three replicates each of WT and N6AMT1 KO were performed for both RNA-Seq and ribosome profiling. For each replicate, 5 × 10^6^ cells were harvested by centrifugation and flash-frozen in liquid nitrogen. Frozen cell pellets were directly resuspended by pipetting in 200 μL of mammalian footprint lysis buffer [20 mM Tris-Cl pH7.4, 150 mM KCl, 5 mM MgCl_2_, 1 mM DTT, 1% Triton X-100, 2 units/mL Turbo DNase (Thermo Fisher Scientific), and 0.1 mg/mL cycloheximide (Sigma-Aldrich)]. Lysates were incubated on ice for 10 min and then cleared by centrifugation at 20,000 g for 10 min at 4 °C. Cleared lysates were quantified by a Nanodrop ND-1000 Spectrophotometer (Thermo Fisher Scientific), and aliquots of 1.5 and 0.5 A260 units were flash frozen in liquid nitrogen. For RNA-Seq, 200 µL TRIzol (Thermo Fisher Scientific) was added to an 0.5 A260 aliquot, and RNA was purified with the Zymo Direct-zol RNA miniprep kit according to the manufacturer’s instructions for purifying total RNA. The resulting RNA was quantified by a NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific), and RNA-Seq libraries were prepared using the Illumina TruSeq stranded total RNA-Seq kit with ribozero gold human/mouse/rat rRNA depletion, following the manufacturer's instructions. After final PCR, DNA was quantified by Bioanalyzer High-sensitivity DNA Chip (Agilent) and equimolarly pooled. For ribosome profiling, 1.5 A260 units of lysate was diluted to 200 µL with lysis buffer and digested with 750 units of RNase I (Ambion) in 200 µL lysis buffer at 25 °C for 1 h with 500 rpm agitation in a thermomixer. Reactions were quenched with 200 U SUPERase-in (Thermo Fisher Scientific) and pelleted through a 900 µL sucrose cushion in a TLA100.3 rotor for 1 h at 100,000 rpm. Pellets were resuspended in 300 µL TRIzol (Thermo Fisher Scientific), and RNA was extracted with the Zymo Direct-zol RNA miniprep kit according to the manufacturer’s instructions for purifying total RNA including small RNAs. Fragments were size selected on a 15% TBE-urea PAGE gel (Bio-Rad) with 15 and 36 nt oligos as size markers, cutting a range from 15 to 36 nt. After gel elution, fragments were dephosphorylated with PNK and ligated to preadenylated 3′ linker oBZ407. rRNA depletion was performed with the Ribo-Zero Gold kit (Illumina). Reverse transcription was performed using protoscript II (NEB) and RT primer oBZ408, and RNA was degraded by base hydrolysis. cDNA was gel purified and circularized with Circ Ligase (Lucigen). Libraries were PCR amplified using forward primer oBZ287 (NINI2) and reverse primers bar 11 through 16 (oBZ207-212). PCR was performed with Phusion DNA polymerase, 1 µM of each primer, and 8 cycles. Amplified libraries were purified away from primers on an 8% native TBE acrylamide gel. After extraction, DNA was quantified by Bioanalyzer High-Sensitivity DNA Chip (Agilent) and then equimolarly pooled. All libraries were sequenced on an Illumina HiSeq 2500 at the Johns Hopkins genetic resources core facility with 60 nt single-end reads. RNA-Seq and Ribo-Seq adapters are described in *SI Appendix*, Tables S3 and S4.

### RNA-Seq Mapping.

Fastq files were adaptor stripped using cutadapt with a minimum length of 15 and a quality cutoff of 2 (parameters: -a NNNNNNCACTCGGGCACCAAGGAC –minimum-length = 15 –quality-cutoff = 2). The resulting reads were mapped, using default parameters, with HISAT2 (72) using a GRCh38, release 84 genome and index. Differential expression analysis was performed using DESeq2 (67) with counts generated by overlapping with a GRCh38, release 84 gtf. Volcano plots were generated by plotting the resulting log_2_ fold change against a -log_10_ transformation of the FDR-adjusted (Benjamini–Hochberg) *P*-value.

### Ribo-Seq Mapping and Analysis.

Fastq files were adaptor stripped using cutadapt. Only trimmed reads were retained, with a minimum length of 15 and a quality cutoff of 2 (parameters: -a CTGTAGGCACCATCAAT – trimmed-only –minimum-length = 15 –quality-cutoff = 2). Histograms were produced of ribosome footprint lengths and reads were retained if the trimmed size was 26 or 34 nucleotides. The resulting reads were mapped, using default parameters, with HISAT2 (72) using a GRCh38, release 84 genome and index and were removed if they mapped to rRNA or tRNA according to GRCh38 RepeatMasker definitions from UCSC. A full set of transcripts and CDS sequences for Ensembl release 84 was then established. Only canonical transcripts (defined by knownCanonical table, downloaded from UCSC) were retained with their corresponding CDS. Retained reads were then mapped to the canonical transcriptome with bowtie2 using default parameters. For analysis, the P-site position of each read was predicted by riboWaltz (73) and confirmed by inspection. Counts were made by aggregating P-sites overlapping with the CDS and P-sites Per Kilobase Million (PPKMs) were then generated through normalizing by CDS length and total counts for the sample. Differential expression and translational efficiency (ribosome occupancy/mRNA abundance) analysis coupled with RNA-Seq data was performed using DESeq2 (67) with counts generated by overlapping with a GRCh38, release 84 gtf. Volcano plots were generated by plotting the resulting log_2_ fold change against a −log_10_ transformation of the adjusted *P*-value. All metagenes were calculated on a subset of expressed canonical transcripts which had PPKM values greater than 1 across all samples (9,600 transcripts). Within these, P-site depths per nucleotide were normalized to the mean value in their respective CDS. For metagenes around start and stop, the mean of these normalized values was taken for each nucleotide within 30 nt upstream and 60 nt downstream of start or 60 nt upstream and 30 nt downstream of stop.

### mePROD and mePROD^mt^.

K562 cells were infected with sgCtrl or sg*N6AMT1* in quadruplicates (two sgRNAs per condition). Ten to eleven days post transduction, cells were resuspended in heavy labeled amino acids (SILAC)-containing medium for 3 h. Cells were collected and washed twice with cold PBS. For mePROD^mt^, crude mitochondria were obtained as described previously (71). Briefly, pellets were washed once in cold mitochondrial isolation buffer (10 mM HEPES, pH 7.4, 210 mM mannitol, 70 mM sucrose, and 1 mM EDTA) and resuspended in 500 µL cold MIB. Cells were lysed by 30 strokes with a 25 G needle and diluted with 1 mL cold MIB. Lysates were centrifuged at 2,000 g, 5 min, at 4 °C, and the resulting pellets were lysed a second time as described above. Supernatants were pooled and centrifuged at 13,000 g, 10 min at 4 °C, and crude mitochondrial pellets were used in downstream analyses. Lysis, sample preparation, and tandem-mass tag (TMT) labeling were carried out as described previously (74). Equal amounts of TMT-labeled peptides were pooled and fractionated into 8 fractions using a High pH Reversed-Phase Peptide Fractionation Kit (ThermoFisher Scientific) according to the manufacturer’s instructions.

For mass spectrometry analysis, samples were analyzed with settings described earlier (75). Briefly, fractions were resuspended in 2% acetonitrile and 0.1% formic acid and separated on an Easy nLC 1200 (ThermoFisher Scientific) and a 35 cm long, 75 μm ID fused-silica column, which had been packed in house with 1.9 μm C18 particles (ReproSil-Pur, Maisch) and kept at 50 °C using an integrated column oven (Sonation). HPLC solvents were 0.1% formic acid in water (Buffer A) and 0.1% formic acid, 80% acetonitrile in water (Buffer B). Assuming equal amounts in each fraction, 1 µg of peptides was eluted by a nonlinear gradient from 3 to 60% B over 125 min followed by a stepwise increase to 95% acetonitrile in 1 min which was held for another 9 min. After that, peptides were directly sprayed into an Orbitrap Fusion Lumos mass spectrometer equipped with a nanoFlex ion source (ThermoFisher Scientific). Full scan MS spectra (350 to 1,400 m/z) were acquired with a resolution of 120,000 at m/z 100, maximum injection time of 100 ms, and AGC target value of 4 × 10^5^. For targeted mass difference-based runs, the 10 most intense ions with a charge state of 2 to 5 were selected together with their labeled counterparts (Targeted Mass Difference Filter, Arg and lysine delta mass, 1 to 100% partner intensity range with 5 ppm mass difference tolerance), resulting in 20 dependent scans (Top20). Precursors were isolated in the quadrupole with an isolation window of 0.7 Th. MS2 scans were performed in the quadrupole using a maximum injection time of 86 ms, AGC target value of 1 × 10^5^. Ions were then fragmented using HCD with a normalized collision energy of 38% and analyzed in the Orbitrap with a resolution of 50,000 at m/z 200. Repeated sequencing of already acquired precursors was limited by a dynamic exclusion of 60 s and 7 ppm, and advanced peak determination was deactivated.

Raw data were analyzed with Proteome Discoverer 2.4 (ThermoFisher Scientific). SequenceHT node was selected for database searches of MS2-spectra. Human trypsin-digested proteome [*Homo sapiens* SwissProt database (TaxID:9606, version 2020-03-12)] was used for protein identifications. Contaminants (MaxQuant “contamination.fasta”) were determined for quality control. Fixed modifications were TMT6 (+229.163) at the N terminus, TMT6+K8 (K, +237.177), Arg10 (R, +10.008), and carbamidomethyl (C, +57.021) at cysteine residues. Methionine oxidation (M, +15.995) and acetylation (+42.011) at the protein N terminus were set for dynamic modifications. Precursor mass tolerance was set to 10 ppm and fragment mass tolerance was set to 0.02 Da. Default Percolator settings in Proteome Discoverer were used to filter peptide-spectrum matches (PSMs). Reporter ion quantification was achieved with default settings in consensus workflow. PSMs were exported for further analysis using the DynaTMT package (75). Normalized abundances from DynaTMT were used for statistical analysis after removing common contaminants and peptides with only missing values. Differential expression analysis was performed using peptide-based linear mixed models (75, 76).

### Quantitative Steady-State Proteomics.

For sample preparation, samples were digested following a modified version of the iST method (77). Based on tryptophane fluorescence quantification (78), 100 µg of proteins at 2 µg/µL in miST lysis buffer (1% Sodium deoxycholate, 100 mM Tris pH 8.6, 10 mM DTT), were transferred to new tubes. Samples were heated for 5 min at 95 °C, diluted 1:1 (v:v) with water containing 4 mM MgCl_2_ and benzonase (Merck #70746, 250 U/µL), and incubated for 15 min at RT to digest nucleic acids. Reduced disulfides were alkylated by adding 0.25 sample volumes of 160 mM chloroacetamide (32 mM final) and incubating for 45 min at RT in the dark. Samples were adjusted to 3 mM EDTA and digested with 0.5 µg Trypsin/LysC mix (Promega #V5073) for 1 h at 37 °C, followed by a second 1 h digestion with an additional 0.5 µg of proteases. To remove sodium deoxycholate, two sample volumes of isopropanol containing 1% TFA were added to the digests, and the samples were desalted on a strong cation exchange (SCX) plate (Oasis MCX; Waters Corp., Milford, MA) by centrifugation. After washing with isopropanol/1% TFA, peptides were eluted in 200 µL of 80% MeCN, 19% water, and 1% (v/v) ammonia and dried by centrifugal evaporation. For peptide fractionation, aliquots (1/8) of samples were pooled and separated into 6 fractions by off-line basic reversed-phase (bRP) using the Pierce High pH Reversed-Phase Peptide Fractionation Kit (Thermo Fisher Scientific). The fractions were collected in 7.5, 10, 12.5, 15, 17.5, and 50% acetonitrile in 0.1% triethylamine (~pH 10). Dried bRP fractions were redissolved in 50 µL 2% acetonitrile with 0.5% TFA, and 5 µL was injected for LC-MS/MS analyses. Liquid chromatography–mass spectrometry analysis (LC/MS-MS) was carried out on a TIMS-TOF Pro (Bruker, Bremen, Germany) mass spectrometer interfaced through a nanospray ion source (“captive spray”) to an Ultimate 3000 RSLCnano HPLC system (Dionex). Peptides (200 ng) were separated on a reversed-phase custom packed 45 cm C18 column (75 μm ID, 100 Å, ReproSil-Pur 1.9 µm particles, Maisch, Germany) at a flow rate of 0.250 µL/min with a 2 to 27% acetonitrile gradient in 93 min followed by a ramp to 45% in 15 min and to 90% in 5 min (total method time: 140 min, all solvents contained 0.1% formic acid). Identical LC gradients were used for data-dependent acquisitions (DDA) and data-independent acquisitions (DIA) measurements. For creation of the spectral library, DDA were carried out on the 6 bRP fractions sample pool using a standard TIMS PASEF method (79) with ion accumulation for 100 ms for each survey MS1 scan and the TIMS-coupled MS2 scans. Duty cycle was kept at 100%. Up to 10 precursors were targeted per TIMS scan. Precursor isolation was done with 2 Th or 3 Th windows below or above *m/z* 800, respectively. The minimum threshold intensity for precursor selection was 2,500. If the inclusion list allowed it, precursors were targeted more than one time to reach a minimum target total intensity of 20,000. Collision energy was ramped linearly based uniquely on the 1/k0 values from 20 (at 1/k0 = 0.6) to 59 eV (at 1/k0 = 1.6). The total duration of a scan cycle including one survey and 10 MS2 TIMS scans was 1.16 s. Precursors could be targeted again in subsequent cycles if their signal increased by a factor 4.0 or more. After selection in one cycle, precursors were excluded from further selection for 60 s. Mass resolution in all MS measurements was approximately 35,000. The DIA method used mostly the same instrument parameters as the DDA method and was as reported previously (79). Per cycle, the mass range 400 to 1,200 m/z was covered by a total of 32 windows, each 25 Th wide and a 1/k0 range of 0.3. Collision energy and resolution settings were the same as in the DDA method. Two windows were acquired per TIMS scan (100 ms) so that the total cycle time was 1.7 s.

Raw Bruker MS data were processed directly with Spectronaut 17.6 (Biognosys, Schlieren, Switzerland). A library was constructed from the DDA bRP fraction data by searching the annotated human proteome (www.uniprot.org) database of 2022 (uniprot_sprot_2022-01-07_HUMAN.fasta). For identification, peptides of 7-52 AA length were considered, cleaved with trypsin/P specificity and a maximum of 2 missed cleavages. Carbamidomethylation of cysteine (fixed), methionine oxidation, and N-terminal protein acetylation (variable) were the modifications applied. Mass calibration was dynamic and based on an initial database search. The Pulsar engine was used for peptide identification. Protein inference was performed with the IDPicker algorithm. Spectra, peptide, and protein identifications were all filtered at 1% FDR against a decoy database. Specific filtering for library construction removed fragments corresponding to less than 3 AA and fragments outside the 300 to 1,800 m/z range. Also, only fragments with a minimum base peak intensity of 5% were kept. Precursors with less than 3 fragments were also eliminated and only the best 6 fragments were kept per precursor. No filtering was done on the basis of charge state and a maximum of two missed cleavages was allowed. Shared (nonproteotypic) peptides were kept. The library created contained 127,456 precursors mapping to 92,961 stripped sequences, of which 88,718 were proteotypic. These corresponded to 7,860 protein groups (7,949 proteins). Of these, 790 were single hits (one peptide precursor). In total 752,440 fragments were used for quantitation. Peptide-centric analysis of DIA data was done with Spectronaut 17.6 using the library described above. Single hits proteins (defined as matched by one stripped sequence only) were kept in the analysis. Peptide quantitation was based on XIC area, for which a minimum of 1 and a maximum of 3 (the 3 best) precursors were considered for each peptide, from which the median value was selected. Quantities for protein groups were derived from interrun peptide ratios based on the MaxLFQ algorithm (80). Global normalization of runs/samples was done based on the median of peptides. The raw output table contained 7,675 quantified protein groups (minimum 1 precursor per group) with an overall data completeness of 94.9%. All subsequent analyses were done with the Perseus software package (version 1.6.15.0) (80). Contaminant proteins were removed, and quantified values were log_2_-transformed. After assignment to groups, only proteins quantified in at least 4 samples of one group were kept (7,372 protein groups). After missing values imputation (based on normal distribution using Perseus default parameters), *t* tests were carried out between N6AMT1-depleted and control samples, with Benjamini–Hochberg correction for multiple testing.

### NanoString.

A mitochondrial-specific version of NanoString called MitoString was performed as previously described (41). All counts were normalized to TUBB. For the unsupervised clustering, mean expression values from the previously published dataset (41) and the MitoString analysis were combined and hierarchically clustered and visualized using the pheatmap package (81) in R with default clustering settings.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

Dataset S07

Dataset S08

Dataset S09

Dataset S10

Dataset S11

Dataset S12

Dataset S13

## Data Availability

Steady-state proteomics and mePROD proteomics data have been deposited to the ProteomeXchange consortium (www.proteomexchange.org) via the PRIDE partner repository (82) with accession IDs PXD051311 and PXD051180, respectively. RNA sequencing and ribosome profiling data have been deposited to the GEO database with accession IDs GSE267077 and GSE267078, respectively. Uncropped immunoblots are provided in *SI Appendix*, Figs. S4 and S5.

How the deposited data were processed for this re-analysis (not part of the article)

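The libraries analysed are RNA-Seq libraries of K562 cells, 3 with control sgRNAs and 3 with sgRNAs against N6AMT1, each from its own lentiviral transduction. The other experiments of the paper, including ribosome profiling, proteomics, MitoString, imaging and the reanalysis of A549 cells, were not analysed here. The condition and replicate number of each library come from its label, and the column names of the counts carry the same numbers.

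The authors made the values by trimming reads with cutadapt (minimum length 15, quality cutoff 2), mapping them with HISAT2 at default parameters to GRCh38 and overlapping them with the gene annotation of release 84, and they deposited the resulting raw count of each gene in each library, without normalization. The paper reports its own comparison with DESeq2. Everything described from here on was computed from the deposited counts. The table lists 19330 genes by symbol, none of them blank or repeated, and no summary line. Of the symbols, 18855 matched GENCODE v44, 871 of them through an older symbol, and 50 had been rewritten by a spreadsheet program. The 13 mt-DNA-encoded ORFs are among the genes. A planned comparison of mt-tRNAs with the ORFs was not run, and mt-tRNAs were not analysed here.

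Total counts per library were 742470 to 866894 in sgCtrl and 959319 to 5526904 in sgN6AMT1. A count of 0 was read as allowing up to 3 counts, which is 0.543 to 4.04 cpm depending on the library, and shares of counts carry 95% Wilson intervals. Genes were filtered with filterByExpr at its defaults, normalized by TMM and tested with glmQLFit and glmQLFTest in edgeR 4.0.16 (R 4.3.3) without covariates over the 6 libraries, which left 8324 genes and a common biological coefficient of variation of 0.16. Adjusted p-values are by Benjamini-Hochberg over the genes tested, and also over a gene list alone where stated. Normalized values of genes in single libraries and conditions are TMM-normalized cpm. The mean normalized count in the rule for named genes is on another scale. It is the mean TMM-normalized cpm over the 6 libraries, rescaled to a count at their mean TMM-scaled library size. The deeper sgN6AMT1 libraries raise that mean size. Single values per library, such as the share of counts on the ORFs, were compared by two-sided exact permutation tests in Python 3.11.15.

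The main test, the 10 gene lists, the rule for the genes named in the text and 13 of the alternatives to these fits, together with 3 further set tests or rankings, another threshold and other denominators for the share, were chosen before the data were examined. The named genes are the 27 genes named by the paper, the 13 ORFs, and the 5 highest and 5 lowest log2 fold changes among differentially expressed genes with a mean normalized count of at least 50 and no overlap between the conditions; other genes are said to be singled out afterwards where they appear. The gene lists were written by hand, because MitoCarta3.0 and MitoPathways were not used here. They hold the mt-DNA-encoded ORFs, nuclear-encoded OXPHOS subunits, mitochondrial ribosomal proteins, genes of mt-RNA metabolism, all nuclear-encoded mitochondrial genes listed (which include the preceding 3 lists), cytosolic ribosomal proteins, and genes of the integrated stress response, the interferon response, the cell cycle and the erythroid lineage. Each list was tested by preranked enrichment on the log2 fold changes (fgsea 1.28.0, weight 1, 10000 gene permutations), with Benjamini-Hochberg adjustment over the 10 lists. Permutation of genes treats genes as independent, so limma 3.58.1 was also used for camera and for the rotation test fry. With fry, the mt-DNA-encoded ORFs, the cytosolic ribosomal proteins and the genes of the cell cycle, the integrated stress response and the interferon response were past 0.05 before adjustment over the lists, and the cell cycle and interferon genes after it. With camera and its correlation estimated from the libraries, the ORFs alone were past 0.05 before adjustment, and no list was after it.

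The alternatives were DESeq2 1.42.0, RLE size factors or total counts in edgeR, no filter on low counts, at least 10 counts in every library, normalization without mt-DNA-encoded genes, a replicate block, and each of the 6 libraries left out in turn. Chosen after seeing the data were a correction of each library for transcript GC content and length (values for 8163 genes, 98.1% of those tested), the same with the replicate block, random thinning of sgN6AMT1 replicates 2 and 3 to 858710 counts, the mean of the other 4 libraries, the newer quasi-likelihood method of edgeR, and the estimated correlation in camera. Before use, the fit was tested on simulated counts with 200 genes changed by 1 or 2 on the log2 scale and a further 60 shifted by less for the set test; 8133 simulated genes passed the filter on low counts. Among the genes that passed, it called 89 of 89 genes changed by 2 on the log2 scale and 79 of 99 changed by 1, along with 13 of 7885 unchanged genes, and it called 0 genes where none had been changed. In these simulations the set test gave a permutation p of 2.03e-04 for 60 genes shifted upward and 0.292 for 60 unchanged genes.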

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

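The genes here were differentially expressed between the sgN6AMT1 and sgCtrl libraries, and the lists had a set test p under 0.05 before adjustment over the lists. The tests of technical explanations in this part were chosen after these results had been seen.

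Among differentially expressed genes with a mean normalized count of at least 50 and no overlap between the conditions, the 5 highest log2 fold changes were those of CD24 (3.53), FN1 (2.89), CAPG (2.89), AFP (2.81) and STARD9 (2.08), each higher in 3 of 3 sgN6AMT1 libraries than in every sgCtrl library, with edgeR adjusted p-values between 5.92e-09 (FN1) and 3.43e-04 (STARD9). The sgCtrl libraries held 2 to 9 counts of CD24, AFP and CAPG each, so their fold changes rest on low control counts. The rule let such genes in, since its mean normalized count is taken at the mean library size. The deeper sgN6AMT1 libraries raise that size. With sgN6AMT1 replicates 2 and 3 thinned to the depth of the others, 5 of the 5 genes were still past the threshold, so the calls did not rest on the extra counts. Thinning keeps the expected share of each gene in a library, so it cannot test a bias that came with the deeper libraries. After removal of the trends with GC content and transcript length 5 were past the threshold, which argues against these trends as the whole cause. For AFP, RNA of hepatocytes was weighed with 12 of their markers. The 10 markers other than ALB and TF received 11 counts in the 3 sgN6AMT1 libraries together, against 433 of AFP, although these transcripts are abundant in hepatocytes, so that a share of such cells does not account for AFP. ALB, the neighbour of AFP on chromosome 4, had 0, 1 and 0 counts in sgCtrl and 5, 32 and 20 in sgN6AMT1, and TF had 0, 0 and 5 against 6, 15 and 17; ALB and TF were set apart after their counts were seen. What stays open is an effect of N6AMT1 depletion and an effect of the sgRNAs or of clones that grew out in these transductions, which the design does not separate. These genes may respond to the depletion, but this was seen and tested on the same 6 libraries.

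Cytosolic ribosomal protein genes were higher in sgN6AMT1, with a median log2 fold change of 0.27, 62 of 74 tested genes above 0 and a set test p of 9.84e-04 by permutation of genes (0.00492 after adjustment over 10 lists). The list's median relative to the sgCtrl mean was 0.24, 0.27 and 0.28 in the 3 sgN6AMT1 libraries, and 0.17 in sgCtrl replicate 3, against -0.11 and -0.08 in the other sgCtrl libraries. Of these genes 13 were differentially expressed, all higher, and 19 when adjusted over the list alone. These counts depend on single libraries, those of sgCtrl most of all. They were 1 and 0 without sgCtrl replicate 1 (median 0.18) and 0 and 0 without sgCtrl replicate 2. Without sgCtrl replicate 3 they were 22 and 36. Without sgCtrl replicates 1 to 3 in turn, 16, 17 and 44 genes had an unadjusted p under 0.05. Without sgN6AMT1 replicate 2 the counts were 4 (3 higher and 1 lower) and 11. Without sgN6AMT1 replicates 1 and 3 in turn they were 16 and 19, and 9 and 16. After thinning to equal depth the permutation p was 1.74e-04, so the call did not rest on the extra counts. Since thinning keeps the expected shares of genes, a bias that came with the deeper libraries was not tested. Removal of the trends of the fold changes with GC content and transcript length left a median of 0.18, 59 of the 74 genes above 0 and a permutation p of 0.0268 (0.134 after adjustment over 10 lists, which does not pass). Such a trend may hold part of the difference, and whether it holds the whole is not decided by what is left. The p by rotation (fry) was 0.0356, and camera with its estimated correlation between genes of 0.337 gave 0.273. Without a filter on low counts the permutation p was 0.542. Of the 10 splits of the 6 libraries into groups of 3, 3 gave a score as far from 0, and 10 splits cannot give a share under 0.1. Many of these genes have processed pseudogenes, and reads shared with them were not examined.

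Cell cycle genes had a set test p of 0.0354 by permutation of genes (0.118 after adjustment over 10 lists, which does not pass), with 34 of 59 tested genes lower, a median log2 fold change of -0.02, and list medians relative to the sgCtrl mean of -0.0075, -0.09 and -0.10 in sgN6AMT1 replicates 1 to 3 and of -0.03, -0.02 and 0.04 in sgCtrl replicates 1 to 3, so that sgN6AMT1 replicate 1 lay above sgCtrl replicates 1 and 2. The 7 differentially expressed members were all lower, from -1.08 for E2F8 to -0.51 for CENPF. They were E2F8, UHRF1, CENPE, TYMS, CCNE1, MKI67 and CENPF. Leaving out single libraries gave between 2 (without sgCtrl replicate 2) and 7 (without sgCtrl replicate 3) such members. Without sgN6AMT1 replicate 1, 5 were lower and 1 was higher. In place of the permutation, the rotation test fry gave p = 3.61e-04, and camera gave 0.0869. After removal of the trends with GC content and length the score was -1.40, against -1.42 before, and the median was -0.06. The removal thus hardly changed the score. The permutation p was then 0.0469, and 0.0545 with the replicate block as well, too close to the threshold to decide whether the list still passes. The permutation p rose above 0.05 without sgN6AMT1 replicate 1 (0.201) and in 4 other fits that each left out a library, and 1 of the 10 splits, the real one, gave a score as far from 0. Slower growth of the depleted cells may be involved, which these libraries do not measure.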

How the results depend on the processing

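Values under the alternatives are given where a call or a sign changed. The correction for GC content and length, with or without the replicate block, the thinning and the newer quasi-likelihood method were chosen after seeing the data. Unless stated, the cause of a change was not tested.

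The 13 mt-DNA-encoded ORFs were lower under each alternative run. DESeq2 called 5 of them and the other fits 12 or 13. Their set test stayed past 0.05 under every alternative run before adjustment over the lists; after it, fry (adjusted p 0.0682 by rotation in place of permutation) and camera with its estimated correlation (0.37) did not pass. The difference in their share of counts, -3.26 percentage points, stayed between -2.76 and -3.81.

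The count of differentially expressed genes was 820. It was 214 at the stricter adjusted p under 0.01, 1195 with the replicate block, 1362 with the block and the GC and length correction together (568 higher and 794 lower, or 41.7% higher against 51.7% in the fit reported), and between 220 (without sgCtrl replicate 2) and 951 (without sgN6AMT1 replicate 1) with single libraries left out. Leaving out sgCtrl replicate 1, sgN6AMT1 replicate 2 or sgN6AMT1 replicate 3 gave 301, 495 and 538. Deviations of libraries with the same number correlated at -0.00052, 0.08 and 0.19, and those with different numbers at -0.194 to 0.14. With 3 libraries per condition this does not decide whether the numbers pair the libraries. Besides its effect on the count, the block called MT-ND6, HSD17B10 and TBP.

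Without a filter on low counts 13874 genes were tested and the median log2 fold change of all genes rose to 0.12. Relative to that median, the mitochondrial ribosomal proteins and mt-RNA metabolism genes stood at -0.08 and -0.06 and changed sign (permutation p = 0.915 and 0.92), the OXPHOS subunits stood at 0.06 with a negative score (p = 0.547), and the cytosolic ribosomal proteins (0.15, p = 0.542) and cell cycle genes (-0.14, p = 0.558) lost their call. The nuclear-encoded mitochondrial genes stood at -0.03, below the median of all genes, and fgsea gave no permutation p for them. For MT-ND6, whose conditions overlapped, edgeR's adjusted p was 1.47e-09 without a filter, against 0.0655 in the fit reported. Its log2 fold changes were -1.15 and -1.14, so calls from the fit without a filter are to be read with care. With at least 10 counts in every library, which drops lower-expressed genes, p was 0.00178 for OXPHOS subunits, 7.93e-04 for nuclear-encoded mitochondrial genes, 0.00972 for integrated stress response genes, 0.00465 for erythroid genes (all higher) and 0.0911 for cell cycle genes. CD24, CAPG, AFP, STARD9, GAR1 and SPI1 did not pass that filter. Ranked by the signed root of F, p was 0.00133, 0.00195 and 0.0314 for the first 3 of these lists. Camera gave 0.0128 for OXPHOS subunits and 0.0869 for cell cycle genes, and fry 0.0373 for integrated stress response and 0.00802 for interferon-stimulated genes. After the GC and length correction the mitochondrial ribosomal proteins changed sign (permutation p = 0.643, and 0.712 with the block), and with the block the mt-RNA metabolism genes did too (p = 0.993) and cell cycle genes had p = 0.0545.

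With single libraries left out, p ran from 0.00748 (without sgCtrl replicate 3; 0.0457 without sgN6AMT1 replicate 1) to 0.271 for OXPHOS subunits, from 0.454 to 0.987 for mt-RNA metabolism, whose sign changed without sgCtrl replicate 1, from 0.0146 (without sgCtrl replicate 3; 0.0192 without sgN6AMT1 replicate 1) to 0.753 for nuclear-encoded mitochondrial genes, from 0.025 (without sgCtrl replicate 2; 0.0473 without sgCtrl replicate 3) to 0.204 for interferon-stimulated genes, from 0.0238 (without sgN6AMT1 replicate 3, the only one of these fits that kept the call) to 0.201 (without sgN6AMT1 replicate 1) for cell cycle genes, and from 0.0292 (without sgN6AMT1 replicate 2) to 0.505 for erythroid genes. Log2 fold changes near 0 changed sign in 7 named genes, and in none of the 29 differentially expressed genes followed, 12 of which were singled out after their values were seen. With libraries left out they spanned -0.091 to 0.33 for TRMT10C, -0.17 to 0.15 for KIAA0391 (PRORP), -0.20 to 0.11 for ELAC2, -0.13 to 0.22 for CLUH, -0.19 to 0.071 for DDIT3 and -0.064 to 0.17 for TOMM20. KIAA0391 was -0.00051 under DESeq2 and -0.0011 with total counts, CLUH was 0.03 with at least 10 counts, 0.021 with the block and 0.0034 after thinning, and TUBB was -0.026 after the GC and length correction and -0.025 with the block as well. Of 793 values of these and the other named genes under alternatives, 749 kept their sign and side of the threshold, 10 fell short of it, 16 passed it and 18 changed sign.

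Depth limits what can be said of the N6AMT1 transcript, while the paper checked the depletion by immunoblot. The gene, with at most 9 counts in a control library, did not pass the threshold in the DESeq2 fit or the fit without a filter. Among simulated genes that passed the filter on low counts, a change of 1 on the log2 scale was called for 79.8%. N6AMT1 did not pass that filter, so this rate does not tell how often a change of N6AMT1 would be called.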

Differences from the paper's values

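The volcano plot of the paper shows about 5 mt-DNA-encoded ORFs past a q of 0.05 (Fig. 1F, read by eye), against 12 of 13 with edgeR here. With DESeq2, which the paper's methods name, the number was 5. Of the other alternatives set before the data were examined, none closed the gap: RLE size factors, total counts, at least 10 counts in every library and normalization without mt-DNA-encoded genes gave 12, no filter and the replicate block gave 13, and the fits that each left out a library gave 12 or, without sgN6AMT1 replicate 1, 13. The count without a filter is to be read with care, since that fit gave MT-ND6, whose conditions overlapped, an edgeR adjusted p of 1.47e-09.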

Other observations

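Apart from the lists with their set tests and the share of counts without the most abundant nuclear genes, the tests in this part were chosen after the results had been seen.

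The lower mt-DNA-encoded ORFs were weighed against technical explanations. After thinning sgN6AMT1 replicates 2 and 3 to the depth of the other libraries, 13 ORFs were past the threshold, and after removal of the trends with GC content and length 12 were. Leaving the 10 most abundant nuclear genes out of the denominator gave a difference in the share of counts of -3.36 percentage points. These trends and a few abundant nuclear genes are therefore argued against as the whole cause. The thinning shows that the calls did not rest on the extra counts. It keeps the expected shares of genes, so it cannot test a bias that came with the deeper libraries. A single factor common to all ORFs was weighed with the composition of the ORF counts, as the percentage points that would have to move between the 13 ORFs to turn the composition of one library into that of another. sgN6AMT1 replicates 2 and 3 lay at least 23.6 points from each sgCtrl library. The distance was at most 4.44 points between sgCtrl libraries and 5.54 between sgN6AMT1 replicates 2 and 3. This argues against a common factor as the whole cause in these replicates. For replicate 1, at 7.2 points or more, it stays open, as this is a single library. A sequencing or library batch that goes with depth cannot be told apart from the condition for sgN6AMT1 replicates 2 and 3, as no sgCtrl library was that deep, although the paper's methods describe equimolar pooling of the libraries; sgN6AMT1 replicate 1, at the depth of the controls, had a share of 1.94%, below each control, but a single library excludes nothing for the others. Lysates were cleared by centrifugation before RNA extraction, and a change in how much mitochondrial RNA stays in the cleared lysate was not tested. An effect of N6AMT1 depletion on the mt-mRNAs, which the design names, stays open in these 6 libraries taken alone. The paper has other evidence in K562 cells, which was not analysed here (Fig. 3). It reports that an sgRNA-resistant N6AMT1 cDNA fully rescued the mt-RNA processing phenotype, while a catalytically inactive mutant did not. It also reports full or partial rescue of processing by TRMT10C and PRORP cDNAs expressed together.

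Of the 10 splits of the 6 libraries into groups of 3, only the real one gave as many genes (820) or ORFs (12) past the threshold. The other 9 gave 0 genes and 0 ORFs, with 43 to 798 genes and up to 9 ORFs at an unadjusted p under 0.05. In those splits the difference between conditions adds to the spread within groups, and 10 splits cannot give a share under 0.1. A set test score as far from 0 was found in 1 of 10 splits for the mt-DNA-encoded ORFs, 4 for OXPHOS subunits, 9 for mitochondrial ribosomal proteins, 7 for mt-RNA metabolism, 5 for nuclear-encoded mitochondrial genes, 4 for integrated stress response genes, 5 for interferon-stimulated genes and 8 for erythroid genes.

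In sgN6AMT1 replicate 1 the decrease of the ORFs was smaller than in replicates 2 and 3. No read of N6AMT1 was counted there, which does not measure the loss of the protein. A hypothesis is that this library holds a share of unaffected cells, in which case nuclear genes and ORFs would keep about the same part of the change. For each replicate, genes called without it were taken, and their change in it was divided by the change in the other replicates. In replicate 1 the median was 0.616 for the ORFs, 0.644 for nuclear genes called higher and 0.716 for those called lower. In replicate 2 these medians were 1.16, 0.763 and 0.807, and in replicate 3 they were 1.32, 1.19 and 1.19. Values for genes called in the other replicates tend to fall below 1 by selection, and the quartiles of nuclear genes in replicate 1 span 0.393 to 0.96, so a share of unaffected cells may account for replicate 1 but cannot be told apart from an earlier stage of the depletion or from variation between transductions.

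Several hnRNP genes, a family chosen after its values were seen, were lower in sgN6AMT1. Of 21 tested genes with HNRNP symbols, 20 had a negative log2 fold change and 9 were differentially expressed, with a median of -0.53. Under the scaling alternatives the median was -0.55 (RLE size factors), -0.55 (total counts) and -0.54 (without mt-DNA-encoded genes), with 20 genes lower in each. HNRNPA3 fell from 346 ± 43.2 to 92.5 ± 62.1 TMM-normalized cpm (SD, n = 3 each; log2 fold change -2.02, edgeR adjusted p = 9.39e-04, lower in 3 of 3 sgN6AMT1 libraries than in every sgCtrl library). Per library the family's median relative to the sgCtrl mean was -0.45, -0.38 and -1.02 in sgN6AMT1 and 0.05, 0.16 and -0.21 in sgCtrl. Without sgN6AMT1 replicate 3 the median was -0.35, and without sgCtrl replicate 2 4 genes were called. The median was -0.53 after removal of the trends with GC content and length, which argues against these trends. It was -0.57 after thinning, which keeps the expected shares of genes and so cannot test a bias that came with the deeper libraries. Many hnRNP genes have pseudogenes and close paralogs, and reads shared among them were not examined. A response of these transcripts to N6AMT1 depletion may be one reading, and a difference in growth state stays open.

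K562 values for genes that the paper studies in HeLa cells belong to no claim about K562. IFNB1 had 0 counts in the 6 libraries, which tells nothing about a response, since the paper states that the interferon gene locus is missing from K562 cells. IFIT1, USP18, GBP2, IFIH1 and DDX58 were below the filter on low counts. Of 48 interferon-stimulated genes 12 were tested, with a median log2 fold change of 0.32, above the sgCtrl mean in 3 of 3 sgN6AMT1 libraries. The set test p was 0.278 by permutation (0.347 after adjustment over 10 lists). Without a filter on low counts 39 of the listed genes were tested, 30 higher and 9 lower. Their median was then 0.52, against 0.12 for all genes, and the permutation p was 0.152. BST2, singled out afterwards, was differentially expressed (log2 fold change 0.69), and 4 passed when adjusted over the list alone. Leaving out single libraries gave medians from 0.097 (without sgCtrl replicate 3) to 0.39 (without sgN6AMT1 replicate 2), over 13 to 16 tested genes. Between 0 and 5 genes then passed over the list alone. Integrated stress response genes had a median of 0.03 over 35 tested genes (permutation p = 0.151, 0.216 adjusted), with SLC3A2, GDF15 and TRIB3, singled out afterwards, higher (1.07, 1.03 and 0.99), while DDIT3 had a log2 fold change of -0.10 (standard error 0.33, edgeR adjusted p = 0.884). Erythroid genes had a median of 0.04 over 32 tested genes (permutation p = 0.102, 0.172 adjusted), with 5 differentially expressed genes higher and 2 lower. Of the 27 genes the paper names, those not given elsewhere had edgeR adjusted p-values above the threshold, with log2 fold changes of 0.10 for FASTKD2, -0.0020 for CLUH, -0.70 for TBP, 0.10 for TUBB, -0.50 for RRP1, -0.22 for EIF2B4 and 0.08 for TOMM20. TBP and RRP1 were lower in 3 of 3 sgN6AMT1 libraries than in every sgCtrl library and passed the threshold in 5 and 3 of 17 alternatives, with adjusted p-values of edgeR and DESeq2 fits from 0.0091 to 0.347 and from 0.00316 to 0.219.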
